# Integrated transcriptomic and methylome analysis reveals retinoic acid pathway activation after decitabine treatment in EBV-associated gastric cancer

**DOI:** 10.1128/mbio.03148-25

**Published:** 2026-02-10

**Authors:** Sarah Preston-Alp, Yin Wang, Matteo Bergonzoni, Andrew Kossenkov, Samantha S. Soldan, Lisa Beatrice Caruso, Davide Maestri, Paul M. Lieberman, Benjamin E. Gewurz, Italo Tempera

**Keywords:** Epstein-Barr virus, epigenetics, DNA methylation, anticancer therapy

## Abstract

Epstein–Barr virus-associated gastric cancer (EBVaGC) accounts for ~9% to 10% of gastric cancers worldwide and is defined by a distinctive molecular profile, including extreme hypermethylation of the DNA. Targeting this aberrant methylation may be a potential therapeutic strategy. EBV^+^ gastric cancer cell lines (YCCEL1 and SNU719) and EBV^−^ lines (AGS, SNU16, and MKN74) were treated with a DNA methyltransferase inhibitor, decitabine (5-aza-2′-deoxycytidine [DCB]), for 3 days followed by RNA sequencing to identify Epstein–Barr virus (EBV)-specific responses. DNA methylation profiling by reduced representation bisulfite sequencing was performed in EBV^+^ cell lines and integrated with expression data to identify epigenetically regulated networks. While DCB induced broad transcriptional changes across all lines, EBV^+^ cells exhibited the strongest transcriptional response, sharing many upregulated genes. Many of these EBV^+^-specific genes were expressed at lower baseline levels in EBV^+^ tumors from The Cancer Genome Atlas Stomach Adenocarcinoma. DCB predominantly reduced methylation at highly methylated intergenic CpGs, with a subset of promoters undergoing significant demethylation. Integrated analysis revealed a strong inverse correlation between promoter demethylation and gene expression, implicating multiple cancer-relevant pathways. Upstream regulator analysis and motif enrichment indicated that regions losing methylation were enriched for retinoic acid (RA) receptor α binding motifs, suggesting that DCB-mediated demethylation restores RA pathway accessibility and transcriptional activity. Furthermore, inhibiting retinoic acid receptor signaling reduced DCB-induced apoptosis. Although DCB can induce both host gene re-expression and viral lytic gene activation in EBV^+^ tumors, its impact on RA signaling in EBVaGC has not been studied. Decitabine promotes extensive epigenetic reprogramming in EBVaGC, with preferential effects in CpG island methylator phenotype-positive, EBV-infected cell lines.

**IMPORTANCE:**

EBV^+^ gastric cancer contains hypermethylated DNA, and despite this distinct molecular phenotype, there are currently no Epstein–Barr virus (EBV)-specific treatments available. Using an FDA-approved inhibitor to target hypermethylated DNA and multiomics approach to study the cellular response, we uncovered epigenetically altered transcriptional networks that may be further exploited to improve potential therapy. Among the pathways disrupted, retinoic acid signaling is of particular interest, as retinoid receptors such as retinoic acid receptor α and RARβ are frequently hypermethylated and repressed in EBV-associated gastric cancer. Our findings indicate that DNA methyltransferase inhibition can partially reverse all-trans retinoic acid (ATRA) receptor silencing, supporting further investigation of DNA methyltransferase inhibitor–ATRA combination strategies as a novel therapy for EBV^+^ gastric cancer.

## INTRODUCTION

Epstein–Barr virus (EBV) is a ubiquitous herpesvirus that infects more than 90% of adults worldwide and drives multiple human malignancies (e.g., Burkitt lymphoma and nasopharyngeal carcinoma), including a distinct subset of gastric carcinomas. EBV^+^ gastric cancer (Epstein–Barr virus-associated gastric cancer [EBVaGC]) accounts for 9%–10% of gastric cancers worldwide and displays distinct molecular characteristics (1–3). EBVaGC tends to occur in relatively younger patients with a male predominance, often arising in the proximal stomach and characterized by lymphocytic infiltration in the tumor (4, 5). The median survival of EBVaGC is 8.5 years, with a better prognosis than EBV^−^ cases (4, 6). Molecularly, EBVaGC displays extensive widespread DNA hypermethylation and extreme CpG island methylator phenotype (CIMP), with a markedly high frequency of promoter CpG island methylation and transcriptional silencing of many tumor suppressor and differentiation genes (7–10). EBV infection appears to drive DNA hypermethylation as both the host and viral genomes are hypermethylated after gastric epithelial cell infection of EBV (11).

DNA methylation (5mC) is catalyzed by the DNA methyltransferase (DNMT) enzyme family by placing a methyl group on the 5-carbon of cytosine in cytosine-guanine dinucleotide pairs. DNMT3A and DNMT3B are responsible for *de novo* 5mC, while DNMT1 maintains 5mC patterning during cell division. Pharmacologic inhibition of DNMTs with the cytidine analog decitabine (5-aza-2′-deoxycytidine [DCB]) induces passive loss of 5mC through cell divisions, leading to expression of silenced host genes in both solid and hematological malignancies (12–14). In gastric cancer, DCB treatment has been shown to enhance cellular differentiation (15, 16). In EBVaGC, DCB treatment extensively hypomethylated the EBV episome and induced expression of lytic-phase viral genes (17, 18). Our previous study has shown that DCB disorganizes methylation patterns around critical CTCF boundaries necessary to maintain episomal 3D architecture, thereby increasing chromatin accessibility and promoting lytic gene expression (17, 19). However, the downstream molecular pathways reactivated within the host signaling network by decitabine in EBVaGC and how they contribute to tumor control have not been fully examined.

One pathway of particular interest is the retinoic acid (RA) pathway. All-trans retinoic acid (ATRA), the bioactive metabolite of vitamin A, binds nuclear retinoid receptors, retinoic acid receptor α (RARα), RARβ, and RARγ, which dimerize to engage retinoic acid response elements within the DNA sequences to control cell differentiation and growth arrest (20). The use of ATRA as a differentiation therapy in acute promyelocytic leukemia established retinoic acid signaling as a powerful anticancer mechanism when appropriately engaged (21, 22). In solid tumors, retinoic acid maintains epithelial cell differentiation and proliferation, with loss of RA signaling frequently associated with tumor development and progression (23–25). In various cancers, including gastric cancer, RARβ gene expression is silenced through extensive promoter methylation in approximately 64% of gastric cancers, which has been linked to worse prognosis and aggressive disease (26). In the context of EBV-related cancers, retinoic acid signaling appears to be especially relevant and intriguingly disrupted. While the lytic EBV protein BZLF1 appears to activate RA signaling, EBV’s latent oncoprotein LMP1 can actively interfere with the RA pathway by upregulating host DNMTs and drive hypermethylation of the *RARβ2* gene promoter (27–29). Such findings illustrate that EBV can modulate host nuclear receptor pathways to favor oncogenesis. Consistent with this, comprehensive methylome analyses of EBVaGC tumors have identified RA pathway genes as frequent targets of viral-induced epigenetic silencing. For example, RARA was found among the pro-differentiation genes recurrently hypermethylated in EBV^+^ gastric cancers (30). The epigenetic inactivation of RARα, a key mediator of retinoid signaling, further suggests that RA pathways are suppressed or altered in EBVaGC as part of its oncogenic program. Taken together, the current evidence indicates that EBVaGC harbors an RA pathway that is likely dormant due to the virus’s epigenetic influence.

To understand the effects of DCB on GC, we performed transcriptomic analysis on a panel of EBV-positive and negative cell lines. Transcriptomic analysis identified general effects induced by DCB across cell lines, as well as possible CIMP-specific and EBV-specific transcriptional responses. We performed reduced representation bisulfite sequencing (RRBS) to analyze the changes in 5mC across the host genome within EBV^+^ cells and found epigenetic manipulation of RA among several others. Our data suggest DCB treatment may restore RA and its growth inhibitory effects.

## MATERIALS AND METHODS

### Cell culture and treatments

This study used EBV^+^ cell lines SNU719 and YCCEL1, and EBV^−^ cell lines AGS, MKN74, and SNU-16 (31, 32). Cell lines were cultured in RPMI 1640 medium supplemented with 10% FBS at 37°C with 5% CO_2_. For retinoic acid treatments, cells were first treated for 3 days with 1 µM DCB followed by 3 and 6 days of treatment with all-trans retinoic acid or AR-7 alone or in combination with DCB. For PI/annexin V flow cytometry, 10^5^ cells were harvested using trypsin, washed twice in cold PBS, and resuspended in 100 µL annexin V binding buffer. Cells were stained with 5 µL annexin V-FITC and 5 µL propidium iodide (BioLegend) and incubated for 15 min at room temperature before adding 100 µL binding buffer and analyzing on the flow cytometer. Significance was calculated using one-way ANOVA followed by Tukey’s HSD *post hoc* test.

### RNA sequencing

RNA was isolated and sequenced as previously described (17). RNA was extracted using the RNeasy Mini Kit (Qiagen) with on-column DNase I digestion, according to the manufacturer’s protocol. RNA libraries were generated using the QuantSeq (Lexogen) library prep by oligo-dT priming to produce strand-specific libraries and were sequenced on the NextSeq500 (Illumina) to generate single-end 76 bp reads (33).

### RRBS

DNA was extracted using Thermo Fisher GeneJet Genomic DNA Isolation kit according to the manufacturer’s protocol. Digestions were performed with 2 µg of DNA with 100 U of MspI endonuclease at 37°C for 4 h. End filling and 3′dA overhangs were created using Klenow fragment (3′→5′ exo−) DNA polymerase. Reactions were cleaned using 2× AMPure XP bead solution. T4 DNA ligase was used to ligate methylated adapters to the DNA fragments at 16°C overnight. Adapters were cleaved with USER enzyme at 37°C for 15 min. Dual size selection was performed using AMPure XP beads to maintain DNA fragments between 150 and 500 bp. Purified fragments were bisulfite converted using the KIT according to the manufacturer’s protocol. The bisulfite-converted fragments were cleaned using 3× AMPure XP bead volume. Fragments were indexed using the NEBNext Index i7 primers for 15 cycles. Libraries were pooled to a concentration of 10 nM and spiked 25% with phiX to increase sequence diversity.

### Bioinformatics

RNA-seq reads were aligned to the human reference genome (GRCh38) and the EBV genome (NC_007605_1) using STAR (34). Raw counts were analyzed with DESeq2 including only genes with greater than 10 counts across samples. Wald’s test was used to compute the *P* value between contrasts and corrected for multiple testing using Benjamini–Hochberg (35). Log_2_ fold changes were adjusted using DESeq2 apeglm. Differentially expressed genes were called with greater than absolute log_2_ fold change of >2 and *q* < 0.05. RRBS reads were trimmed with adapter and M-bias-trimming using Cutadapt with –rrbs and default quality filtering. Trimmed reads were aligned with Bismark (36, 37). Methylation calls were generated with Bismark_methylation_extractor. Cytosine coverage files were used for downstream analyses. CpG methylation was calculated in R from Bismark coverage files. CpG sites were filtered for coverage greater than 20 reads. Common CpG sites across samples were unified with methyKit unite (38). Differential methylation was tested with calculateDiffMeth and corrected for overdispersion; FDR was corrected using Benjamini–Hochberg. Promoter CpG sites were defined as −1,000 to 0 bp upstream of the transcriptional start site. Known transcription factor motif enrichment was performed with HOMER (39). Differentially methylated CpG sites were expanded to 50 bp windows centered on the CpG, and background regions were GC- and length-matched using all RRBS-detectable CpGs that did not change significantly to control for RRBS selection bias. Enrichment was calculated using HOMER’s hypergeometric test with Benjamini–Hochberg corrections; significance was considered with *q* < 0.05. data were accessed under accession numbers GSE239770 and GSE234658.

## RESULTS

### DCB induces global transcriptional upregulation of gastric cancer cells

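RNA from 5 gastric cancer cell lines treated with DMSO or decitabine (DCB), a cytidine analogue that is built into DNA and traps DNA methyltransferases, was sequenced with 2 libraries per line and treatment, 20 libraries in all. YCCEL1 and SNU719 are EBV+ and CIMP+, AGS is EBV− and CIMP+, and HGC27 and SNU16 are EBV− and CIMP−. The paper's abstract, its methods and parts of its results name MKN74. The sample labels, the paper's figures and its results sentence on CIMP− cells name HGC27, the name used here. DCB was given at 7.5 μM for 3 days, which the labels give as 72 h. The paper's methods describe 3′ QuantSeq libraries aligned with STAR to GRCh38 and the EBV genome, and the submitters' notes describe NEBNext Ultra libraries of poly(A) RNA with STAR 2.5.2b, featureCounts 1.5.1, DESeq2 1.14.1 and GRCh37. The coordinates in the table are those of GRCh38, since 92.6% of the 60064 genes found in the GENCODE annotation have an identical start and end. The table gives normalized estimated counts. These were taken as estimated counts divided by a factor per library and, for most genes, by an assumed further factor per gene and library. They are not whole counts, so they were tested with limma (trend on the mean) on log2(value + 1) for the 27350 genes whose values sum to more than 10 over the 20 libraries. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 2. Fold changes on this scale understate the change of genes with low values. Depth was estimated from a step per library, of which many of its low values are whole multiples. It came to 7101712 to 10731382 read equivalents per library, with a median of 8900757 in DMSO and 8765708 in DCB libraries. The sources used here do not say whether the 2 libraries of a group come from separate cultures, so p-values measure the spread between these samples.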

To understand the effect of DNMT inhibition by small molecule inhibition using decitabine, gastric cancer cell lines YCCEL1, SNU 719, AGS, SNU-16, and MKN-74 were treated with 7.5 μM DCB for 3 days, and transcriptomic profiling by RNA-sequencing was performed. 

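The 931 genes called with DCB over the 5 lines separated treated from untreated cells of every line along PC1, while PC2 set HGC27 apart from the other lines. Among these genes were germline genes such as DAZL, an RNA-binding protein of germ cells, and SYCP3, a component of the synaptonemal complex. PC1 held 41.6% of the variance, and 84.8% of the variance of its scores lay between treatments and 5.70% between lines. PC2 held 20.0% of the variance, and 97.6% of the variance of its scores lay between lines. The analysis used log2(value + 1), centred per gene. These genes were selected for their response to DCB. With the 500 genes of highest variance instead, 0.958% of the variance of PC1 lay between treatments and 98.4% between lines.

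**Figure D1:**
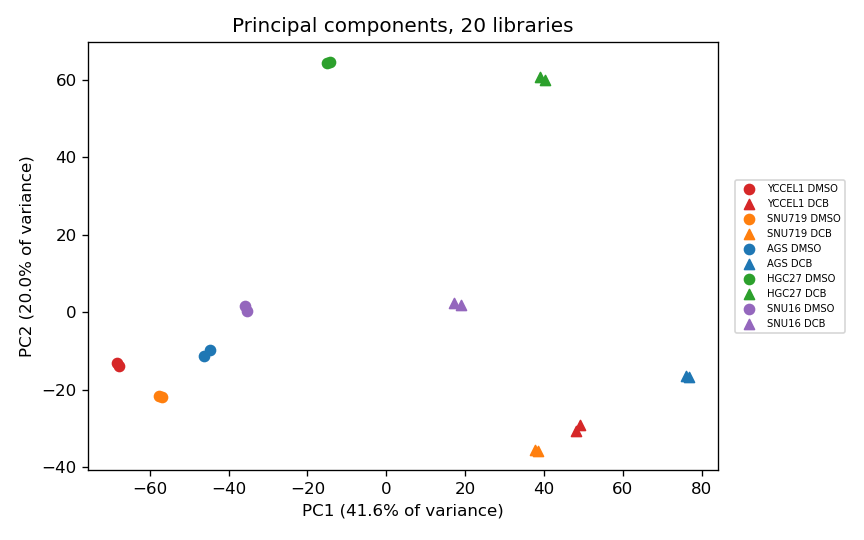
Scores of the 20 libraries on PC1 and PC2 for the 931 called genes, with circles for DMSO, triangles for DCB and 1 colour per line. The DCB libraries of each line lie to the right of its DMSO libraries on PC1.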

Principal component analysis of variance on significantly changed genes shows concordant changes by treatment along PC1, along with contribution based on cell type along PC2 (Fig. 1A). EBV^+^ cell lines (YCCEL1 and SNU-719) are shown clustered together, indicating transcriptional similarity both basally and in response to DCB. 

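YCCEL1 and SNU719 were the closest pair of lines in DMSO and again in DCB, over the 5732 genes called in any comparison. Genes that rose in both include TFF1, a secreted peptide of gastric mucus cells, SNX19, a sorting nexin, and LGALS1, a galectin. TFF1 rose in SNU719 from 8.13 to 494.7 normalized counts, a log2 fold change of 5.78 (adjusted p = 1.5e-09), and in YCCEL1 it was listed at 0 in both DMSO libraries and averaged 47.9 in DCB. The Euclidean distance between YCCEL1 and SNU719 was 173.99 in DMSO and 144.8 in DCB, and that between YCCEL1 and AGS was 178.63 in DMSO and 165.82 in DCB. The correlation between YCCEL1 and SNU719, taken across genes, which are not independent replicates, was 0.655 in DMSO and 0.729 in DCB. For the log2 fold changes themselves it was 0.42, against 0.32 between YCCEL1 and AGS. By distance of the log2 fold changes, HGC27 and SNU16 were as near to each other (139.5) as YCCEL1 and SNU719 (139.92). The correlation of the log2 fold changes of HGC27 and SNU16 was only 0.18, however. Small fold changes give short distances, and SNU16 had the fewest raised genes. No test was run on the distances. The genes include those called for the difference between EBV+ and EBV− lines, which may favour the EBV+ pair.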

Overall, DCB led to an increase in gene expression of 820 genes, with few genes being significantly downregulated, consistent with the idea that methylation loss allows for transcriptional activation (Fig. 1B). Furthermore, a heatmap of all differentially expressed genes shows all CIMP^+^ cells (AGS, SNU719, and YCCEL1) clustering together before treatment, but the EBV^−^ AGS cell line resembles CIMP^−^ cells (HGC27 and SNU16) after DCB treatment (Fig. 1C). 

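DCB raised far more genes than it lowered: 929 genes were called higher over the 5 lines and 2 were called lower. Germline genes were among those called higher. DAZL (chromosome 3 of GRCh38, 16586792 to 16670306), an RNA-binding protein of germ cells, was listed at 0 in the DMSO libraries of YCCEL1, SNU719, SNU16 and HGC27, and averaged 148.1, 58.6, 181.9 and 402.4 normalized counts in their DCB libraries (n = 2 each). In AGS it went from 0.446 to 358.0, a log2 fold change of 8.03 (adjusted p = 7.0e-10). SYCP3 rose over the 5 lines with a log2 fold change of 6.15 (standard error 0.307, adjusted p = 1.9e-10). TKTL1, a transketolase-like protein, rose as well (adjusted p = 3.1e-12), and HSPA2, a heat shock protein of spermatogenic cells, rose with 2.59 (standard error 0.133, adjusted p = 2.5e-10). Of 53 cancer-testis antigens tested, 46 rose and none fell (48 adjusted over the list alone), with an adjusted p of 1.1e-21 from camera with a preset correlation of 0.01 and 0.03 with an estimated correlation. Of 49 meiosis and piRNA genes, 39 rose and none fell (40 adjusted over the list alone), with an adjusted p of 9.2e-21, or 0.000732 with an estimated correlation. The latter list was drawn up after the paper's figures had been read and is not independent of them. The 2 genes called lower, AL035078.4 and PEDS1-UBE2V1, a readthrough gene, were picked out after their values were seen and were listed at 0 in several DMSO libraries as well. With no limit on the fold, 4901 genes were higher and 1897 lower. The paper sets the predominance of increased genes beside the idea that losing methylation allows activation.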

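In DMSO, AGS joined the EBV+ pair before any other line did, and it did so in DCB as well. Genes raised in AGS and in both EBV+ lines include KRT7, a keratin of simple epithelia, which went from 18.4 to 267.8 normalized counts in AGS (log2 fold change 3.80, adjusted p = 3.5e-09), while in HGC27 it went from 41.4 to 18.4 (log2 fold change −1.13, adjusted p = 0.000325). After DCB the Euclidean distance of AGS over the 5732 genes called in any comparison was 168.33 to SNU719, 201.87 to SNU16 and 216.63 to HGC27. Before DCB the corresponding distances were 190.04, 205.98 and 250.7. By average linkage AGS joined YCCEL1 and SNU719 at a height of 184.34 in DMSO and 167.07 in DCB, SNU16 then joined at 204.7 and 194.22, and HGC27 at 257.1 and 227.96. These distances were not tested. The genes called in any comparison include those called for the difference between CIMP+ and CIMP− lines, which may favour this grouping. Lines were clustered with this set of genes only.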

Gene set enrichment analysis of these DCB-affected genes shows changes in pathways related to neuronal pathogenesis and solid cancers (Fig. 1D). 

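Of the gene lists given here for neurons and solid tumours, 2 rose over the 5 lines with both the preset and the estimated correlation. They were genes reported as methylated in gastric cancer and WNT antagonists. With the preset correlation alone, tubulins ranked ahead of WNT antagonists. Of 45 genes reported as methylated in gastric cancer, 29 rose and 3 fell (34 and 3 adjusted over the list alone; adjusted p = 2.3e-07, and 0.033 with an estimated correlation). Of 28 WNT antagonists, 14 rose and 1 fell (adjusted p = 0.000439, and 0.018 with an estimated correlation), among them DKK1, a secreted inhibitor of WNT signaling (adjusted p = 6.4e-05). Of 38 GABA and glutamate receptors, 12 rose and none fell (adjusted p = 0.018, and 0.078 with an estimated correlation), among them GABRE (adjusted p = 4.1e-05). Of 22 tubulins, 11 rose and 1 fell (adjusted p = 0.000156, and 0.096 with an estimated correlation). TUBA3D, a testis-expressed α-tubulin (adjusted p = 9.2e-07), and TUBB6 (adjusted p = 0.000112) rose. Of 59 genes of the mitochondrial respiratory chain, 15 rose and 7 fell (adjusted p = 0.795), but single lines moved in opposite directions. In HGC27, 33 rose and 6 fell (adjusted p = 1.2e-05, and 0.00106 with an estimated correlation). In SNU719, 4 rose and 14 fell (adjusted p = 0.000302, and 0.00215 with an estimated correlation). This list did not pass the test in YCCEL1, SNU16 or AGS. Of 26 WNT ligands and FZD receptors, 10 rose and 1 fell (adjusted p = 0.104). The KEGG gene sets were not used here, and these lists were fixed by hand before the data were examined.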

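The response differed in size between the lines. AGS had 2466 genes higher and 174 lower with DCB, YCCEL1 2184 and 54, SNU719 1745 and 68, HGC27 1355 and 169, and SNU16 633 and 37. With no limit on the fold, genes higher and lower were 5047 and 2496 in AGS and 4019 and 2470 in HGC27. YCCEL1 had 3989 and 1895, SNU719 3705 and 2090, and SNU16 1230 and 641. HGC27 thus had more genes higher than either EBV+ line without the limit, but its lead over YCCEL1 was small. In simulated data the share of false calls without the limit was 27.9% in HGC27 and 13.4% in YCCEL1. Only 50 genes were changed there at each simulated fold, so these shares may not carry over to the real calls. No test compared the counts of these 2 lines, so they are not ranked here. In AGS, TBX3, a T-box transcription factor, was listed at 0 in DMSO and averaged 338.1 normalized counts in DCB. In YCCEL1, IL32, an inflammatory cytokine, rose from 3.03 to 257.4, a log2 fold change of 6.01 (adjusted p = 9.6e-13). In SNU719, GSN, which encodes the actin-severing protein gelsolin, rose from 93.3 to 885.0, a log2 fold change of 3.23 (adjusted p = 1.5e-11). In HGC27, GNAS, the stimulatory G protein α subunit, rose from 20.6 to 878.4, a log2 fold change of 5.34 (adjusted p = 4.3e-15). In SNU16, MSN, which encodes moesin, was listed at 0 in DMSO and averaged 13.6 in DCB. Of the genes called higher, 984 were called in AGS alone, 761 in YCCEL1 alone, 682 in HGC27 alone, 548 in SNU719 alone and 182 in SNU16 alone, and 70 were called in all 5 lines. Each line alone, fitted without the others, gave 1555 genes higher in AGS, 1245 in YCCEL1, 1046 in SNU719, 669 in HGC27 and 191 in SNU16. These fits gave 837 genes called higher in AGS alone, 546 in YCCEL1 alone and 487 in SNU719 alone. They gave 393 in HGC27 alone, 67 in SNU16 alone and 14 in all 5 lines.

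**Figure D2:**
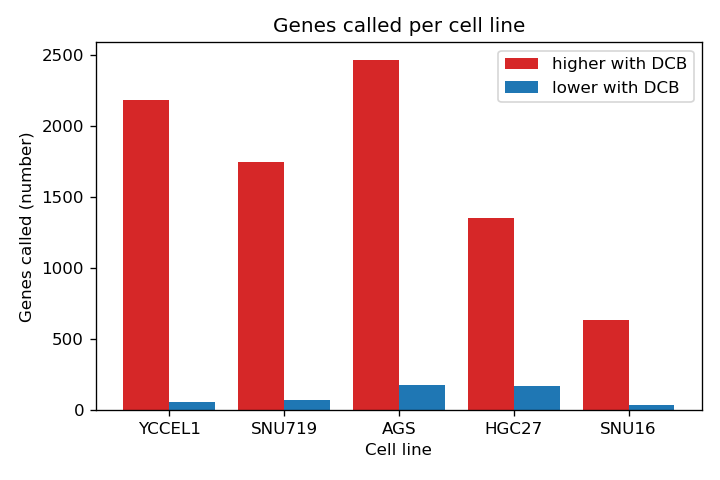
Number of genes called higher (red) and lower (blue) with DCB in each line. AGS has the tallest red bar at 2466 and SNU16 the shortest at 633.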

Overall, we find a variable effect in transcriptional response among the cell lines profiled, with the EBV^+^ and CIMP^+^ cells being most affected (Fig. 1E).

**Fig 1:**
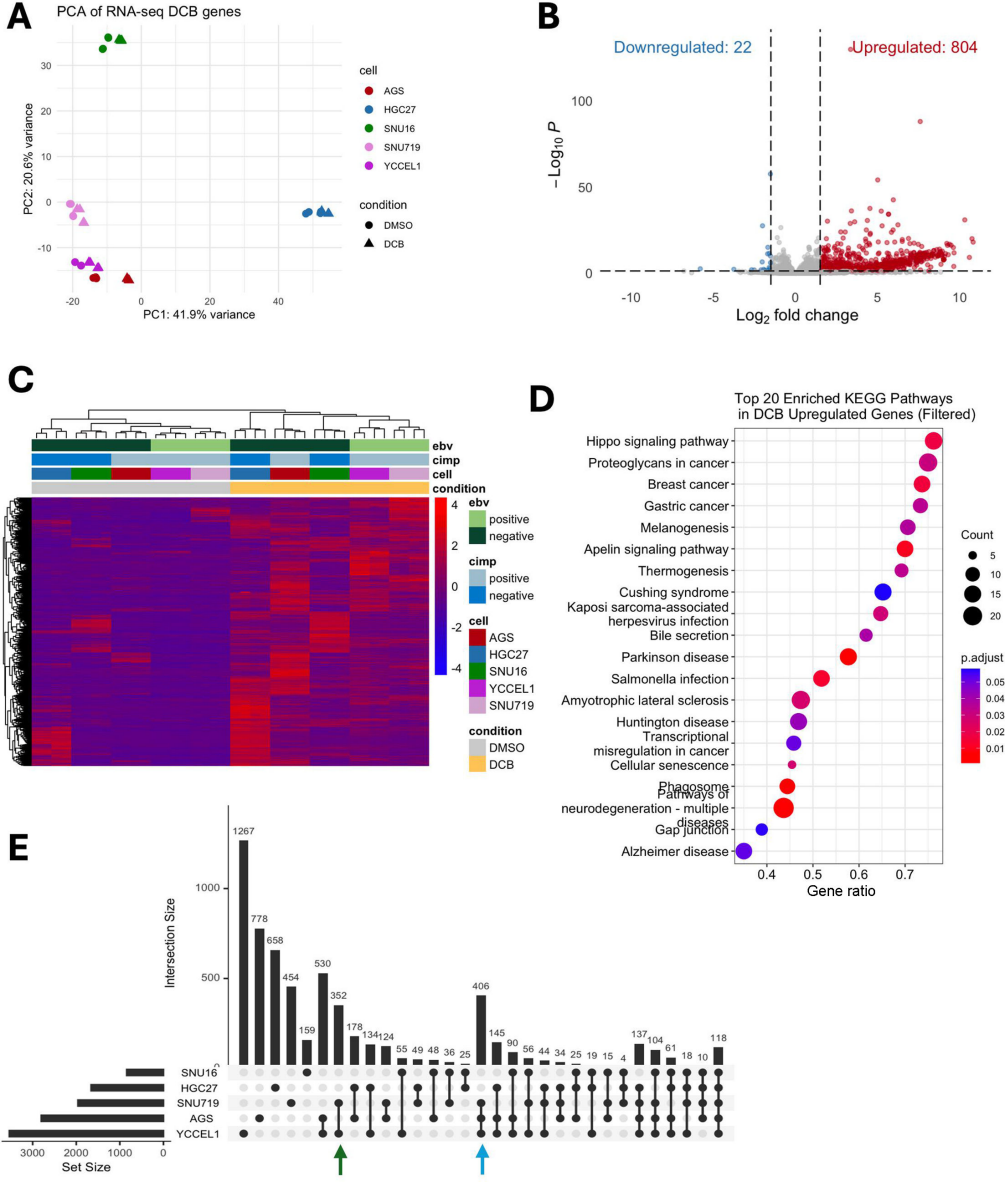
DCB induces global transcriptional upregulation of gastric cancer cells. (**A**) Principal component analysis of differentially expressed genes after 3 days of DMSO or 7.5 μM decitabine treatment for gastric cancer cell lines. (**B**) Volcano plot of gene expression after DCB treatment showing upregulated genes in red and downregulated genes in blue. (**C**) Heatmap of differentially expressed genes (log_2_ fold change > 2 and adjusted *P* < 0.05) after DCB treatment. (**D**) Enrichment analysis of differentially upregulated genes showing the top 20 KEGG pathways. (**E**) An upset plot showing differentially expressed genes by cell line after DCB treatment. EBV-specific changes are highlighted by the green arrow and CIMP-specific changes by the blue arrow.

### Distinct gene expression and pathway responses to DNA demethylation in CIMP^+^ and EBV^+^ gastric cancer cells

Since gastric cancer can showcase different phenotypes based on levels of DNA methylation (CIMP^+^ or CIMP^−^), we aimed to determine if there was a CIMP^+^-specific effect. We saw a high overlap between CIMP^+^ cell lines YCCEL1 and SNU719 and AGS, with few unique gene expressions in MKN74 and SNU16. 

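The 3 CIMP+ lines shared many of their raised genes, and 315 genes were called higher in all 3 of them and in neither CIMP− line (155 with each line fitted alone). KRT7 and REG4, a secreted lectin of the gastrointestinal tract, rose in all 3. REG4 rose from 10.6 to 354.1 normalized counts in YCCEL1, from 5373 to 13280 in SNU719 and from 564.8 to 3451 in AGS. YCCEL1 and SNU719 shared 854 raised genes where 139 would be shared by independent lists (ratio 6.13), YCCEL1 and AGS shared 979 (ratio 4.97), and SNU719 and AGS shared 771 (ratio 4.90). The ratios were not highest among CIMP+ lines throughout: those of SNU16 were 5.64 with YCCEL1, 5.62 with SNU719, 5.69 with AGS and 5.55 with HGC27. Those of HGC27 were 3.38 with YCCEL1, 3.39 with SNU719 and 3.86 with AGS. Among all choices of 3 lines, the next highest count of genes raised in those lines only was 65, in YCCEL1, HGC27 and AGS. HGC27 had 682 raised genes that were raised in no other line, and SNU16 had 182 (393 and 67 with each line fitted alone).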

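Pooled over the 3 CIMP+ lines, 1591 genes were higher and 8 lower with DCB (4797 and 2252 with no limit on the fold). The response was larger in CIMP+ than in CIMP− lines for 1007 genes and smaller for 146, by a test of the difference itself, and with no limit on the fold for 3514 and 2444. DUX4-type cleavage-stage genes, which are active in the early embryo, stood out. TRIM49D1 (chromosome 11, 89911111 to 89921767) was listed at 0 in every DMSO library and averaged 370.8 normalized counts in YCCEL1, 50.8 in SNU719 and 107.8 in AGS after DCB, and it was listed at 0 in HGC27 and SNU16 after DCB too. Of 54 genes of this type, 52 had a larger response in CIMP+ lines and none a smaller (53 adjusted over the list alone; adjusted p = 1.0e-47, and 3.9e-07 with an estimated correlation). The list was drawn up after the paper's figures had been read. The response of REG4 was larger in CIMP+ lines too (adjusted p = 2.3e-10), in part because it fell in HGC27, from 7.03 to a value listed at 0 in both DCB libraries. In SNU16 it was 8241 in DMSO and 7295 in DCB (adjusted p = 0.664). CIMP status is a property of the line, so the 3 CIMP+ and 2 CIMP− lines are its replicates. The p-values of the CIMP difference use the spread between the 2 libraries of a line and treatment, not that between lines.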

We found 406 genes upregulated in CIMP^+^ in response to DCB (Fig. 2A). Gene ontology enrichment analysis of these genes identified overrepresentation of upregulated genes in pathways related to intracellular transport, keratinocyte differentiation, and meiotic nuclear division (Fig. 2B). 

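Keratins and genes of the epidermal differentiation complex responded more in CIMP+ than in CIMP− lines, and meiosis genes rose in both groups. Of 32 keratins, 19 had a larger response in CIMP+ lines and 3 a smaller (20 and 3 adjusted over the list alone; adjusted p = 1.4e-06, and 0.00939 with an estimated correlation). KRT23, an acidic type I keratin, rose from 6.02 to 331.2 normalized counts in YCCEL1, with a log2 fold change of 5.60 (adjusted p = 5.8e-08), and from 6.27 to 726.5 in AGS, with 6.65 (adjusted p = 8.3e-09). KRT16, a keratin of activated keratinocytes, rose in SNU719 from 0.373 to 165.9, with a log2 fold change of 6.98 (adjusted p = 1.1e-07). Of 25 genes of the epidermal differentiation complex, 14 had a larger response in CIMP+ lines and none a smaller (adjusted p = 4.1e-07, and 0.00201 with an estimated correlation). Of 49 meiosis and piRNA genes, 13 had a larger response and 4 a smaller (adjusted p = 0.137). MAEL, a protein of the piRNA pathway, was listed at 0 in the DMSO libraries of YCCEL1, SNU719 and SNU16 and averaged 183.0, 94.6 and 234.2 after DCB. TEX101, a germ cell surface protein, was listed at 0 in the DMSO libraries of YCCEL1 and AGS and averaged 98.7 and 91.0 after DCB. Gene ontology terms were not used here. The keratin and meiosis lists were drawn up after the paper's figures had been read.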

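As lists, neither the DNA methylation machinery nor apoptosis regulators passed the test over the 5 lines. Of 21 genes of the DNA methylation machinery, 2 rose and 3 fell (2 and 3 adjusted over the list alone; adjusted p = 0.285). Between CIMP+ and CIMP− lines, 6 of them had a smaller response in CIMP+ lines and none a larger (adjusted p = 0.00302, and 0.041 with an estimated correlation). UHRF1, which brings DNMT1 to replicating DNA, rose in HGC27 from 165.5 to 1101 normalized counts, with a log2 fold change of 2.73 (adjusted p = 2.6e-10), and fell in SNU719 from 453.0 to 239.3, with −0.92 (adjusted p = 2.4e-05). Of 41 apoptosis regulators, 11 rose and 2 fell (12 and 2 adjusted over the list alone; adjusted p = 0.209). In SNU719, 12 of them rose and none fell (adjusted p = 0.0148, and 0.0548 with an estimated correlation). CIDEC rose over the 5 lines (adjusted p = 2.3e-06). DAPK1, a kinase that promotes cell death, was raised in SNU719 from 0.822 to 49.5 and in AGS from 0.392 to 31.1, and its response was larger in CIMP+ than in CIMP− lines by 3.24 (standard error 0.516, adjusted p = 0.000472).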

Pathways involving DNA methylation and apoptosis were also enriched. A cnet plot was constructed to display how these enriched pathways and genes may be interconnected, revealing distinct expression programs (Fig. 2C). 

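MSX1 and INHBB rose in all 3 CIMP+ lines, and DDX4 and CHFR rose in YCCEL1 and AGS. MSX1 (chromosome 4, 4859665 to 4863936), a homeobox transcription factor, rose in SNU719 from 0.949 ± 0.0650 to 86.7 ± 28.9 normalized counts (SD, n = 2), with a log2 fold change of 5.45 (standard error 0.437, adjusted p = 9.3e-07). In YCCEL1 it was listed at 0 in DMSO and reached 45.6 and 50.1 in the 2 DCB libraries, and in AGS its log2 fold change was 2.07 (standard error 0.437, adjusted p = 0.00275). INHBB (chromosome 2, 120346136 to 120351803), the inhibin β B subunit, rose in AGS from 1.57 ± 0.952 to 25.1 ± 1.42, with a log2 fold change of 3.40 (standard error 0.478, adjusted p = 0.00011). In YCCEL1 and SNU719 it was listed at 0 in DMSO and averaged 45.3 and 4.83 in DCB. DDX4 (chromosome 5, 55738017 to 55817157), a germline RNA helicase, was listed at 0 in the DMSO libraries of YCCEL1, AGS, HGC27 and SNU16 and averaged 4.74, 45.4, 13.0 and 12.9 after DCB, but in SNU719 it was 328.6 ± 47.4 in DMSO and 195.6 ± 16.4 in DCB (adjusted p = 0.572). Its calls in YCCEL1, HGC27 and SNU16 were each lost on leaving out 1 library of that line, and those of MSX1 in AGS and CHFR in YCCEL1 and AGS when each line was fitted alone. CHFR (chromosome 12, 132822187 to 132956304), a mitotic checkpoint ubiquitin ligase, had a log2 fold change of 3.73 in YCCEL1 (standard error 0.591, adjusted p = 0.000414), 3.43 in AGS (adjusted p = 0.000583) and 0.55 in SNU719 (adjusted p = 0.596). The keratin KRT81 rose in YCCEL1 from 2.19 to 698.4, with a log2 fold change of 8.24 (adjusted p = 4.1e-07), and KRT13 rose in SNU719 from 0.609 to 196.0, with 7.05 (adjusted p = 7.9e-07).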

In one of the largest nodules involving DNA methylation, intermediate filament-based process, ncRNA metabolic, keratinocyte differentiation, and epidermal cell differentiation process, the upregulation of KRT family of proteins, MSX1, germline factor DDX4, mitotic checkpoint CHFR, and INHBB, whose expression is associated with immune infiltrates in gastric cancers (40–42). We further refined the analysis since CIMP^+^ GC can be either EBV^+^ or EBV^−^. We wanted to see if there were any EBV-specific effects, as we saw a large overlap in upregulated transcripts between YCCEL1 and SNU719 cells. 

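In the EBV+ lines YCCEL1 and SNU719 together, 1387 genes were higher and 11 lower with DCB (3250 and 1992 with no limit on the fold). In both of these lines and in no EBV− line, 259 genes were called higher (152 with each line fitted alone). SNX19 (chromosome 11, 130866250 to 130916479) was listed at 0 in DMSO in YCCEL1 and averaged 154.6 normalized counts in DCB, and it rose in SNU719 from 0.143 to 27.9, with a log2 fold change of 4.67 (adjusted p = 5.0e-10). Its values in AGS were 940.9 in DMSO and 782.8 in DCB (adjusted p = 0.288). TFF1 had a larger response in EBV+ lines (adjusted p = 6.1e-10). The response was larger in EBV+ than in EBV− lines for 760 genes and smaller for 180, and with no limit on the fold for 2869 and 2507. Some of these differences rest on YCCEL1: PRNP, the prion protein gene, was listed at 0 in its DMSO libraries and averaged 110.8 after DCB, and in SNU719 it went from 803.1 to 947.9 (adjusted p = 0.0547). EBV status is a property of the line, so the 2 EBV+ and 3 EBV− lines are its replicates. The p-values of the EBV difference use the spread between the 2 libraries of a line and treatment, not that between lines. The same difference computed for YCCEL1 and AGS against the other lines gave 874 genes with a larger response, and 316 genes were called higher in YCCEL1 and AGS and in no other line (192 with each line fitted alone).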

We found 79 genes upregulated after DCB in EBV^+^ cells (Fig. 3A). Some of these EBV-specific genes include *CDKN1C*, which encodes *P57* and is a negative cell cycle regulator; *INPP4B*, which is a PI3K pathway inhibitor; and *NKD1* and *SFRP1*, which are negative regulators of WNT signaling (43–48). These genes are minimally expressed in the EBV^+^ cells, where they show the greatest change in expression after DCB treatment compared to the EBV^−^ cell lines (Fig. 3A and B). 

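CDKN1C and NKD1 rose in both EBV+ lines with DCB, whereas INPP4B and SFRP1 passed the test in neither. CDKN1C (chromosome 11 of GRCh38, 2883213 to 2885775) rose in YCCEL1 from 1.11 ± 1.58 to 35.7 ± 2.06 normalized counts (SD, n = 2), with a log2 fold change of 4.35 (standard error 0.512, adjusted p = 3.1e-05), and in SNU719 from 0.838 to 63.1 ± 17.2, with 5.10 (standard error 0.512, adjusted p = 7.6e-06). It also rose in AGS, with a log2 fold change of 2.25 (standard error 0.512, adjusted p = 0.00456), a call lost with a pseudocount of 0.1. The calls of CDKN1C in YCCEL1 and of NKD1 in both EBV+ lines were lost when each line was fitted alone. The response was larger in EBV+ than in EBV− lines by 4.07 (standard error 0.467, adjusted p = 3.0e-05). NKD1 (chromosome 16, 50548396 to 50649249) rose in YCCEL1 from 0.582 ± 0.230 to 134.4 ± 113.6, with 6.11 (standard error 0.762, adjusted p = 5.3e-05), and in SNU719 from 6.29 ± 7.75 to 558.9 ± 15.7, with 6.86 (standard error 0.762, adjusted p = 1.9e-05). Its response was larger in EBV+ than in EBV− lines by 6.95 (standard error 0.695, adjusted p = 8.4e-06). INPP4B (chromosome 4, 142023160 to 142847432) went from 345.2 ± 15.3 to 214.3 ± 17.5 in YCCEL1, with a log2 fold change of −0.69 (adjusted p = 0.131), and from 53.7 to 50.8 in SNU719, with −0.09 (adjusted p = 0.918). The difference between the responses was 0.04 (standard error 0.274, adjusted p = 0.951). SFRP1 (chromosome 8, 41261962 to 41309473) was listed at 0 in all 4 libraries of YCCEL1, and in SNU719 it was above 0 only in 1 DCB library, at 1.01.

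**Figure D3:**
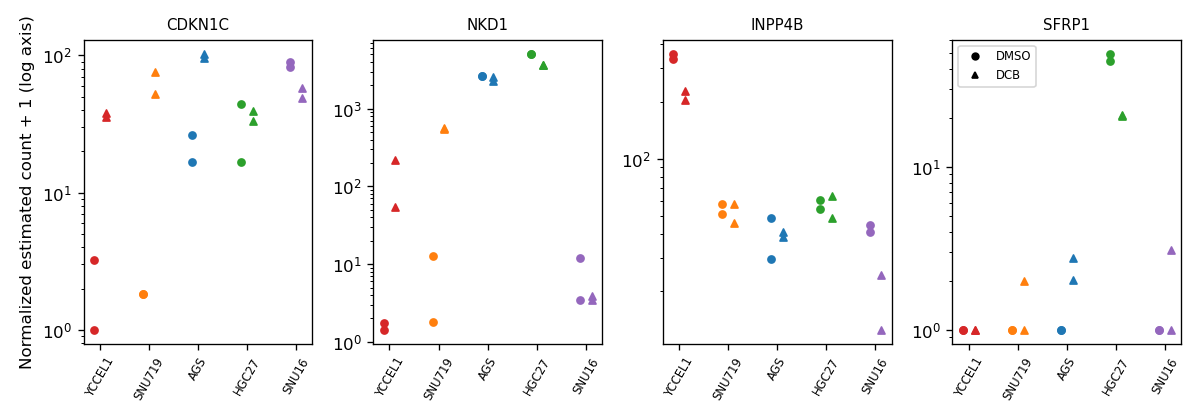
Normalized estimated counts plus 1, on a log axis, of CDKN1C, NKD1, INPP4B and SFRP1 in each library, with circles for DMSO, triangles for DCB and 1 colour per line. CDKN1C and NKD1 lie higher with DCB in YCCEL1 and SNU719, and INPP4B lies at 345.2 in DMSO and 214.3 in DCB in YCCEL1.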

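Most of the 259 genes raised in both EBV+ lines only were lower in untreated EBV+ cells than in the other lines. Their median in DMSO was 0.54 on the log2(value + 1) scale in YCCEL1 and SNU719 and 2.91 in AGS, HGC27 and SNU16. Of the 259 genes, 198 (76.4%) were lower in the EBV+ lines, and 69 were listed at 0 in all 4 of their DMSO libraries. NKD1 in DMSO was 2613 ± 12.4 normalized counts in AGS and 5054 ± 53.2 in HGC27 (SD, n = 2). INPP4B in DMSO was higher in YCCEL1 than in any other line, where it was 38.1 in AGS, 56.3 in HGC27 and 42.1 in SNU16. A low level in the lines that respond was found for other pairs as well: of the 316 genes raised only in YCCEL1 and AGS, 83.5% were lower in those lines. The genes were chosen for their rise in these lines, so their level before treatment is not independent of that choice.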

To understand the clinical relevance of the EBV-specific activated genes, we looked at The Cancer Genome Atlas Stomach Adenocarcinoma (TCGA-STAD) cohort, which contains 24 EBV^+^ and 212 EBV^−^ stomach adenocarcinoma and 36 normal solid tissue samples for mRNA-seq (7). We compared the expression of these genes in the TCGA-STAD cohort and found the EBV^+^ tumors had significantly lower expression of these EBV-specific DCB responsive genes than EBV^−^ tumors or normal tissue (Fig. 3C). 

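Inflammatory genes rose as a list with DCB in each of the 5 lines, and the list did not pass the test of a difference between EBV+ and EBV− lines. Of 41 chemokines and inflammatory cytokines, 21 rose in YCCEL1 and none fell (adjusted p = 2.9e-08), 14 rose in SNU719 and none fell (adjusted p = 9.9e-05), and 24 rose and 1 fell in AGS (adjusted p = 8.9e-06). In SNU16, 5 rose and 1 fell (adjusted p = 0.00182), and in HGC27, 11 rose and 1 fell (adjusted p = 0.0456). With an estimated correlation 4 of these 5 results held, and HGC27 did not (adjusted p = 0.0501). In the test of the difference between EBV+ and EBV− lines, 9 had a larger response in EBV+ lines and 3 a smaller (adjusted p = 0.0784). CXCL17, a mucosal chemokine, rose in YCCEL1 from 0.856 to 41.3 normalized counts, with a log2 fold change of 4.68 (adjusted p = 3.7e-06), and its response was larger in EBV+ lines (adjusted p = 5.1e-05). LCN2, an iron-binding protein of inflamed epithelium, rose in YCCEL1 from 138.7 to 1610, with 3.53 (adjusted p = 1.4e-05). NOS2, the inducible nitric oxide synthase, had a smaller response in EBV+ lines (adjusted p = 0.017). Gene ontology terms were not used here.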

Gene ontology analysis of EBV-specific response found an enrichment in inflammatory response, signal transduction, and cellular response to stimulus (Fig. 3D). 

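Interferon-stimulated genes rose as a list in YCCEL1 and SNU719, as they did in SNU16 and HGC27 but not in AGS, and genes of MHC class I passed the test in neither EBV+ line. Of 45 interferon-stimulated genes, 16 rose and 5 fell in YCCEL1 (19 and 5 adjusted over the list alone; adjusted p = 0.00328, and 0.00859 with an estimated correlation), and 12 rose and 2 fell in SNU719 (adjusted p = 0.0175, and 0.024 with an estimated correlation). In SNU16, 10 rose and none fell (adjusted p = 0.000439, and 0.00611 with an estimated correlation), and in HGC27, 15 rose and 2 fell (adjusted p = 0.0261, and 0.0384 with an estimated correlation). In AGS, 9 rose and 4 fell (adjusted p = 0.934). IFI27, an interferon-induced mitochondrial protein, rose from 1.67 to 99.0 normalized counts in YCCEL1, with a log2 fold change of 5.20 (adjusted p = 2.6e-05), and from 1.22 to 129.6 in SNU719, with 5.85 (adjusted p = 9.0e-06). IFITM2, which restricts virus entry, rose from 4.09 to 300.9 in YCCEL1, with 5.83 (adjusted p = 2.4e-06), and its response was larger in EBV+ than in EBV− lines (adjusted p = 3.6e-05). As a list, interferon-stimulated genes did not pass the test of that difference (8 larger, 5 smaller, adjusted p = 0.247). Of 22 genes of antigen presentation by MHC class I, 10 rose and 3 fell in YCCEL1 (adjusted p = 0.114), and 3 rose and 2 fell in SNU719 (adjusted p = 0.522). In HGC27, 12 rose and 2 fell (adjusted p = 1.2e-05, and 0.00283 with an estimated correlation). Genes of the EBV genome were not analysed here.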

In line with this, DCB treatment reactivated immune-related genes hypermethylated in EBVaGC, likely to help the virus evade the immune system (49).

**Fig 2:**
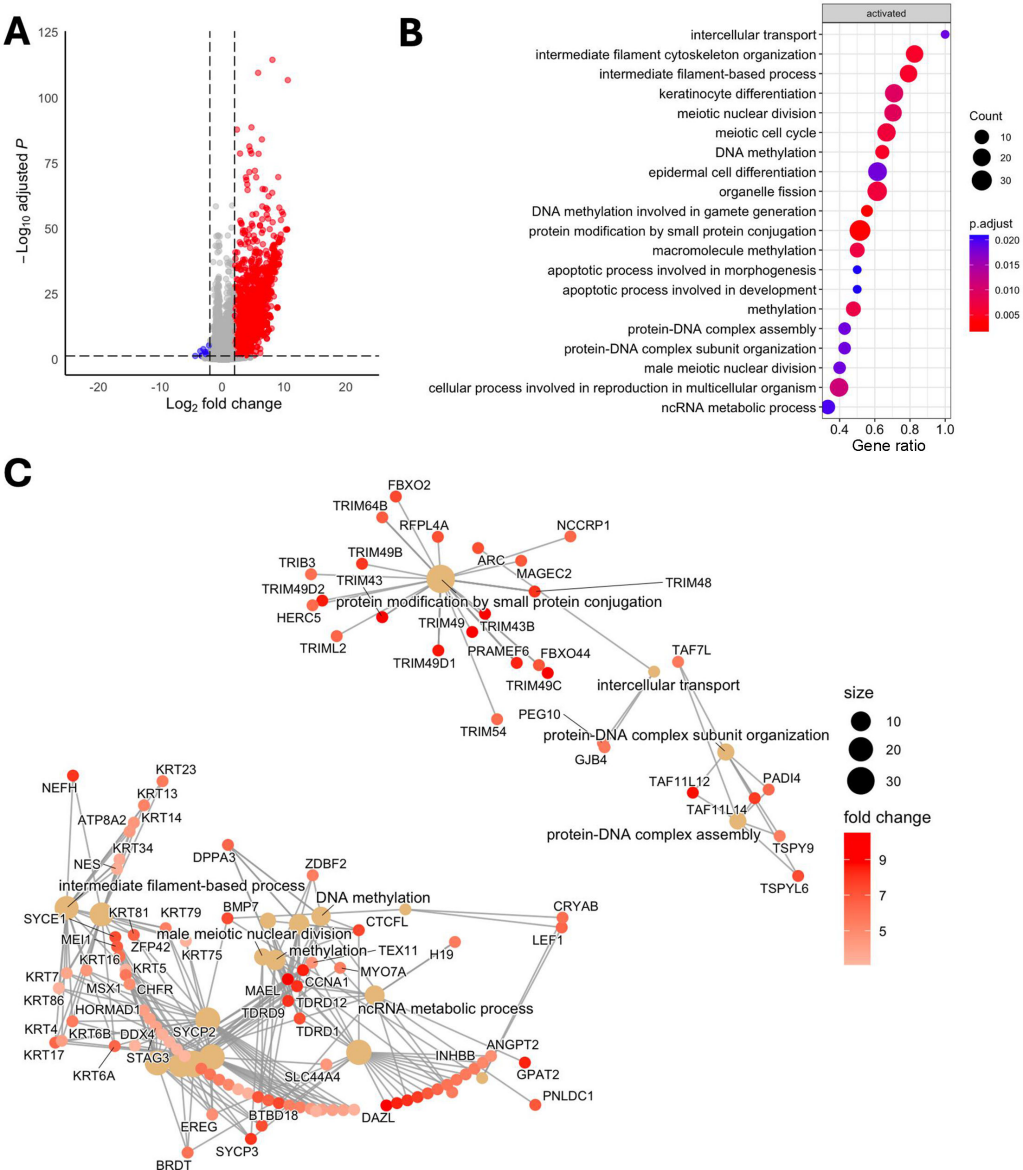
DCB transcriptional effects specific to cell lines that are hypermethylated. (**A**) Volcano plot showing differentially expressed genes after DCB treatment in the hypermethylated cell lines: YCCEL1, SNU719, and AGS. (**B**) GSEA analysis of DCB effect on CIMP^+^ cell lines. (**C**) Cnet plot of top 20 GSEA identified pathways and associated genes colored by fold change after DCB treatment.

**Fig 3:**
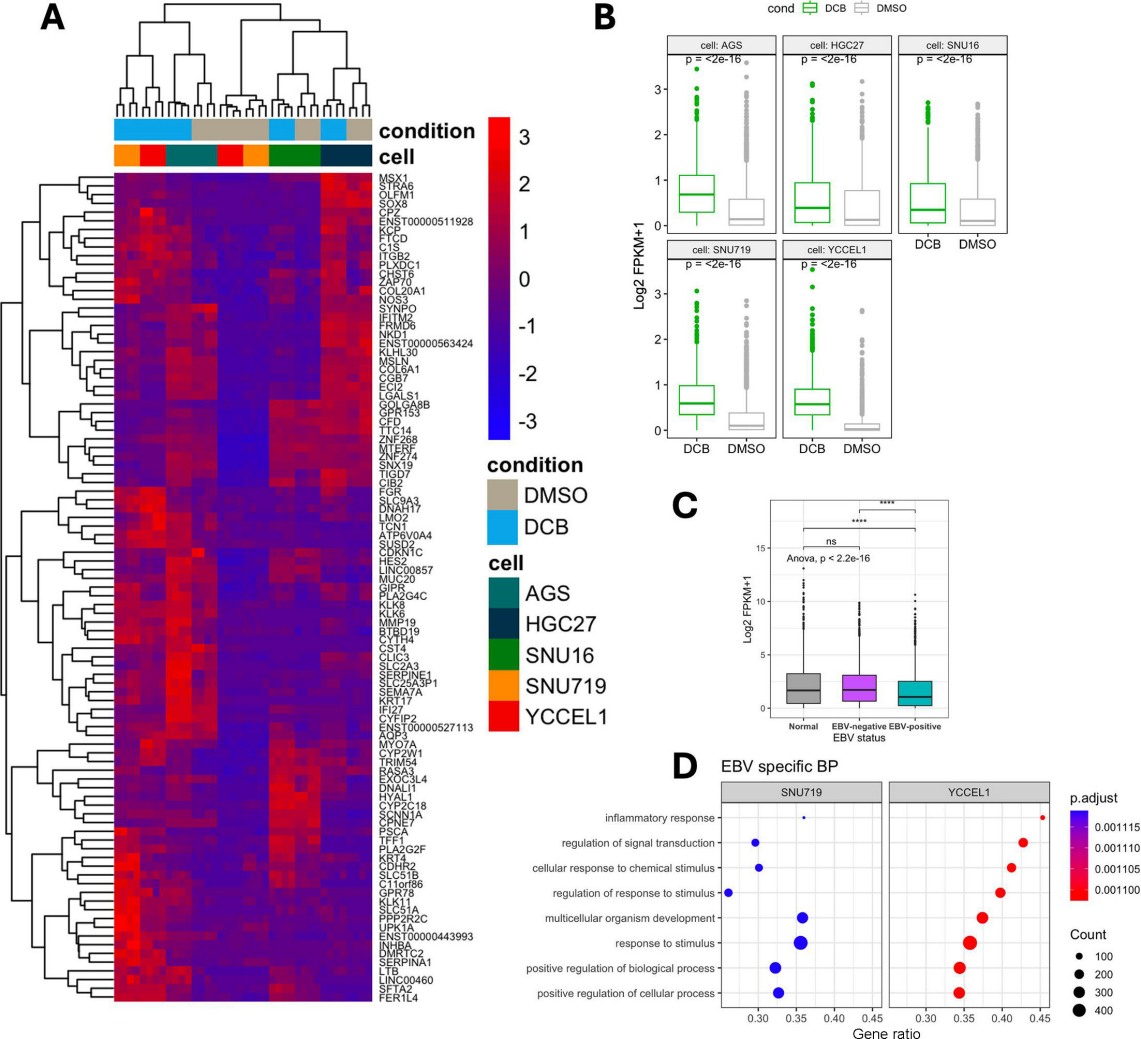
DCB transcriptional effects specific to EBV^+^ cell lines. (**A**) Heatmap showing 79 EBV-specific differentially expressed genes (log_2_ fold change > 2) after DCB treatment. (**B**) Violin plot of FPKM of EBV-specific genes across cell lines after DCB treatment. (**C**) Violin plot of FPKM values of EBV-specific genes in the TCGA-STAD data set separated by normal tissue or tumor tissue defined by EBV status. (**D**) GSEA of biological process analysis of DCB effect on EBV, showing only pathways specific for EBV.

### Genome-wide DNA demethylation by DCB preferentially targets hypermethylated intergenic and intronic regions in EBV^+^ gastric cancer cells

Since DNA methyltransferase inhibitor (DNMTi) by DCB leads to a global loss of DNA methylation allowing transcriptional activation of many genes, particularly in the EBV^+^ cell lines, we performed RRBS in YCCEL1 and SNU719 cell lines to understand the global impact of DCB-induced 5mC changes on the transcriptional changes observed. PCA analysis on CpG 5mC showed a large separation between treatment by PC1 explaining 88% and cell line separation on PC2 explaining 7% (Fig. 4A). Changes in DNA methylation occurred predominantly at hypermethylated CpG sites (>80%), leading to a shift toward an intermediate level of 5mC for both YCCEL1 and SNU719 (Fig. 4B). In the SNU719 cell line, we found that 10% of the detectable CpG sites were hypomethylated by greater than 10% methylation after DCB treatment, compared to 5% of CpG sites in the YCCEL1 cell line (Fig. 4C). A heatmap of significantly changed sites with greater than 20% change in methylation showed many changes commonly affected between cell lines on hypermethylated sites (Fig. 4D). Many of the cell line-specific effects were due to uniquely hypermethylated sites between the cell lines. Stacked bar plots display the proportion of all detectable CpG sites and their location within the promoter, intron, exon, or intergenic region, compared to the proportion of hypomethylated sites (Fig. 4E). In both cell lines, CpG sites within promoter regions were resistant to hypomethylation after DCB treatment, whereas a larger proportion of CpG sites within intergenic and intronic regions were susceptible to hypomethylation.

**Fig 4:**
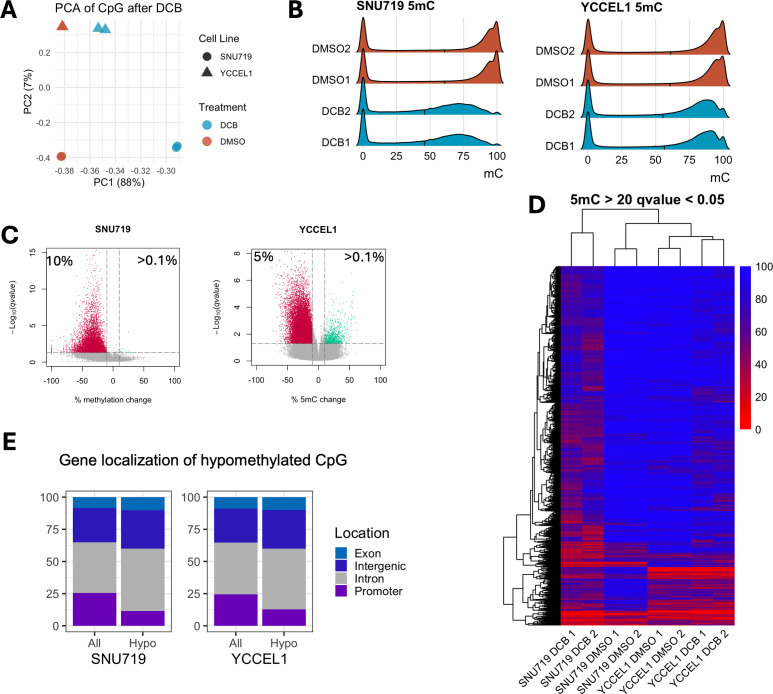
DCB treatment leads to global hypomethylation in EBV^+^ gastric cancer. (**A**) PCA on CpG methylation from RRBS in SNU719 and YCCEL1 cell lines after DCB treatment. (**B**) Ridgeline plot of CpG distribution in each sample. (**C**) Volcano plot for each cell line for changes in CpG methylation after DCB; significantly hypomethylated CpG sites are red, and hypermethylated sites are shown in green (>10% methylation change and *q* < 0.01). (**D**) Heatmap showing CpG methylation of significantly changed CpG sites. (**E**) Stacked bar plot showing distribution of CpG sites within promoter, intron, intergenic, and exon regions of all detectable sites and those that are significantly hypomethylated.

### Promoter hypomethylation of tumor suppressor genes correlates with EBV-specific re-expression following DCB treatment

Despite promoters being resistant to change, we did observe that many changes in hypomethylation throughout the genome and genome tracks for two tumor suppressor genes illustrate the correlation between promoter methylation and gene expression (Fig. 5A). Previous reports identified promoter hypermethylation of the *RASSF1* promoter in EBV^+^ tumors and after EBV infection (29). *RASSF1* showed loss of promoter methylation in SNU719 and not YCCEL1, correlating with increased expression only in SNU719 after DCB treatment (Fig. 5A and B). We observed increased expression in the EBV^−^ cell lines, AGS and SNU16, after DCB treatment, suggesting *RASSF1* re-expression is not determined by EBV status. *HOPX* has been shown to have tumor-suppressive effects in several cancers, including nasopharyngeal carcinoma and gastric cancer, where promoter methylation was associated with tumor stage (50, 51). *HOPX* showed loss of promoter methylation for both YCCEL1 and SNU719, along with increased gene expression (Fig. 5C and D). Interestingly, the magnitude of re-expression was EBV specific. Consistent with this, we did not see a difference in *RASSF1* expression in TCGA-STAD tumor samples defined by EBV status, but there was a significantly lower expression of *HOPX* in EBV^+^ tumors (Fig. 5E).

**Fig 5:**
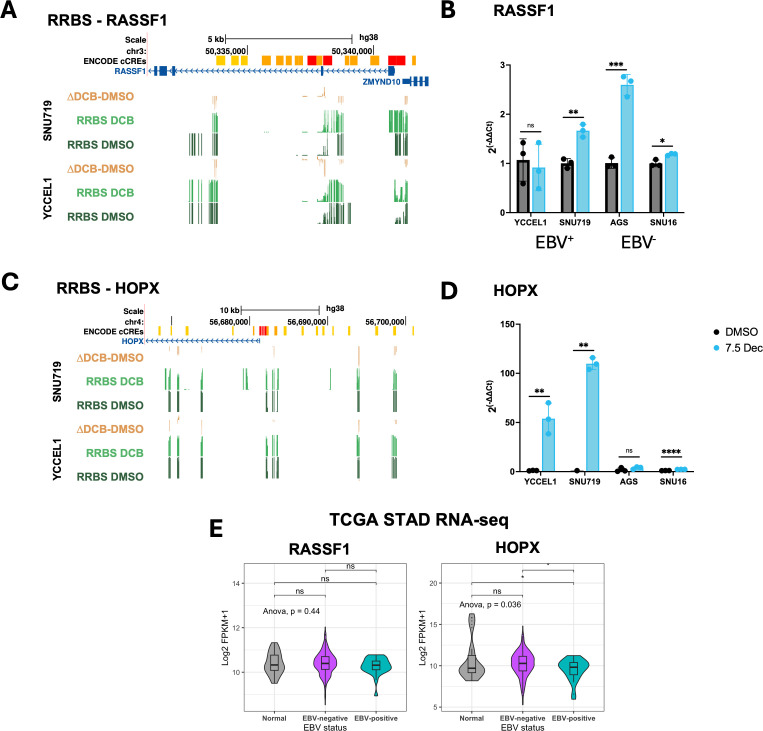
Promoter demethylation correlates with increased gene expression after DCB treatment at key tumor suppressor genes. (**A**) Genome tracks at the RASSF1 gene loci for percent change in 5mC after DCB (yellow), % 5mC DCB-treated sample (light green), and % 5mC DMSO sample (dark green) for SNU719 (top) and YCCEL1 (bottom). (**B**) Bar plot for expression changes measured by RT-qPCR for RASSF1 after 7 days of DCB treatment in the gastric cancer cell lines. Statistical significance is indicated as follows: ns, not significant, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, and **** *P* < 0.0001. (**C**) Genome tracks at the *HOPX* gene loci for % 5mC. (**D**) Bar plot of expression changes by RT-qPCR in the gastric cancer cell lines. (**E**) TCGA-STAD cohort expression for RASSF1 and HOPX in normal adjacent tissue (gray), EBV^−^ tumor (purple), and EBV^+^ tumor (blue).

### Integration of RNA-seq and RRBS reveals inverse correlation between promoter demethylation and gene activation in EBV^+^ gastric cancer cells

To better understand the changes in promoter hypomethylation and gene expression, we integrated the RNA-seq and RRBS in the EBV^+^ cell lines and found an inverse correlation between changes in promoter 5mC and transcriptional fold change in both YCCEL1 and SNU719 (Fig. 6A and B). The density coloring of the scatter plots indicates that many promoters did not exhibit a change in 5mC nor a change in expression. In SNU719, 758 genes showed correlated changes in promoter 5mC and transcription compared to 88 in YCCEL1. Of these changes, 55 genes were commonly changed between the two cell lines with a significant overlap. Most of these genes have hypermethylated promoters (>80%) before treatment, and all showed an increase in expression after DCB (Fig. 6D). IPA analysis of concordant genes revealed several pathways common to both YCCEL1 and SNU719, including several signaling pathways including those involved in neuronal signaling and WNT/β-catenin (Fig. 6E). Potential upstream regulators identified decitabine, vitamin A metabolite bexarotene, SMARCA4, SMAD2, POU4F1, FGF8, and ESR2. These analyses highlight epigenetically altered pathways by DCB.

**Fig 6:**
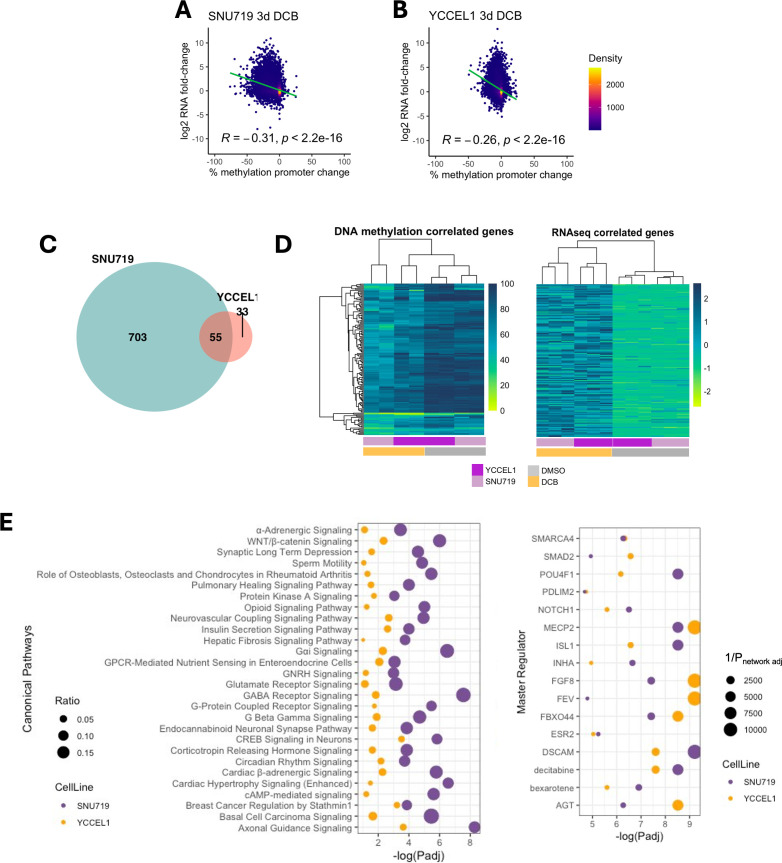
Global analysis of promoter demethylation correlates with increased gene expression after DCB treatment. (**A**) Correlation plot between the effect of promoter methylation change in region 1,000bp upstream of the transcriptional start site and the effect on changes in gene expression after DCB treatment for SNU719 and (**B**) YCCEL1. (**C**) Venn diagram showing genes that have greater than 20% loss of promoter 5mC and gene expression log_2_ fold change >2 and a significant overlap of 55 genes (*P* < 10^−22^ hypergeometric test). (**D**) Heatmap of promoter 5mC (left) and gene expression (right) of the 55 genes with concordant changes in promoter 5mC and gene expression. (**E**) IPA analysis of genes with concordant changes in promoter 5mC and gene expression for YCCEL1 (*n* = 88, yellow) and SNU719 (*n* = 758, purple) showing common canonical pathways (left) and master regulators (right).

### DCB-induced demethylation enriches RARα motifs and sensitizes EBV^+^ gastric cancer cells to retinoic acid-mediated cytotoxicity and ROS production

To understand regulatory changes on a more global scale outside of the promoter, we performed motif analysis on 50 bp regions centered on differentially methylated CpG sites. We identified several known transcription factor binding sites within these regions (Fig. 7A and B). However, the sequence motif of the top 20 transcription factors does not contain CpG dinucleotides, suggesting that it is not direct methylation of the DNA excluding binding. Instead, loss of 5mC may indicate a general opening of the DNA, allowing access or effecting binding of interacting transcription factor partners (Fig. 7C). Furthermore, only a few of the top 20 transcription factors identified are expressed among the gastric cancer cell lines and do not appear to be greatly affected by DCB treatment, including *RARA*, *ATF1*, *THRA*, and *MEF2A* (Fig. 7D).

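RARA, ATF1, THRA and MEF2A were all measured in the 5 lines, and none reached the fold limit. THRA (chromosome 17, 40058290 to 40093867), a thyroid hormone receptor, fell over the 5 lines with a log2 fold change of −0.87 (standard error 0.133, adjusted p = 0.000144). Its largest fall was in AGS, from 573.8 ± 53.5 to 164.0 ± 2.50 normalized counts (SD, n = 2), a log2 fold change of −1.80 (standard error 0.0921, adjusted p = 7.4e-09). RARA (chromosome 17, 40309180 to 40357643), retinoic acid receptor α, fell in HGC27 from 367.3 to 219.5, with −0.74 (standard error 0.149, adjusted p = 0.00216), and over the 5 lines had −0.20 (standard error 0.122, adjusted p = 0.262). In YCCEL1 RARA went from 176.5 to 238.1 (adjusted p = 0.0538) and in SNU719 from 221.4 to 239.8 (adjusted p = 0.666). ATF1, a cAMP-responsive transcription factor, had a log2 fold change of −0.20 over the 5 lines (adjusted p = 0.267). MEF2A, a MADS-box transcription factor, ranged in DMSO from 158.1 in SNU719 to 493.2 in HGC27, with no line passing the test.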

**Fig 7:**
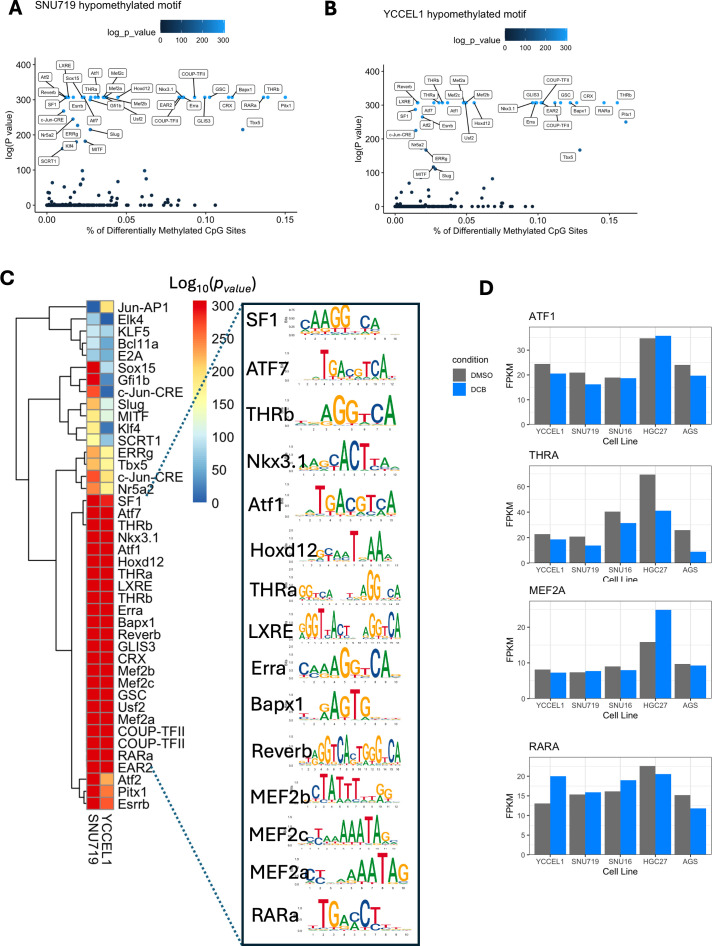
Global analysis of CpG demethylation identifies hypomethylated transcription factor motifs. (**A**) HOMER analysis of known transcription factor motifs enriched in 50 bp windows centered on hypomethylated CpG sites for the YCCEL1 cells and (**B**) SNU719. Fraction of CpG sites containing the motif on the *x*-axis plotted by significance. (**C**) Heatmap of significance displaying the top 20 commonly significant motifs between SNU719 and YCCEL1 with the associated transcription factor logo. (**D**) RNA-seq FPKM values of transcription factors expressed in the gastric cancer cells.

Since retinoic acid metabolite bexarotene appeared as an upstream regulator of transcriptional control and the RARα motif was enriched at demethylated CpG sites and expressed in gastric cancer cells, we looked further into the retinoic acid pathway. *RARB* is a target of RARα signaling, and we found a correlation between promoter demethylation and increased gene expression after DCB treatment (Fig. 8A and B). Interestingly, while *RARA* increased expression in most of the cells, *RARB* appeared EBV specific. EBV^+^ YCCEL1 cells were pretreated for 3 days with DCB or DMSO to induce epigenetic changes followed by 3 or 6 days of treatment with ATRA or AR7, alone or in combination with DCB. Combination treatment of DCB with ATRA showed a significant decrease in live cells compared to single-agent ATRA treatment at 3 days as measured by PI/annexin V staining (Fig. 8C). Using an antagonist of RARα, AR7, we observed a significant increase in live cells at 6 days after DCB treatment. The effect of cellular proliferation was halted by ATRA or in combination with DCB treatment (Fig. 8D). Furthermore, we looked at the production of ROS since it has been previously shown to be generated in DCB and ATRA combination treatment. We found both ATRA and DCB, alone or in combination, produced ROS (Fig. 8E). 

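DUOX1 and DUOX2 rose with DCB in AGS, and GPX1 rose in all 3 CIMP+ lines. DUOX2 (chromosome 15, 45092650 to 45114172), a dual oxidase that makes hydrogen peroxide, rose in AGS from 10.0 ± 2.35 to 367.9 ± 38.1 normalized counts (SD, n = 2), with a log2 fold change of 5.08 (standard error 0.654, adjusted p = 5.0e-05). DUOX1 rose in AGS from 6.12 ± 2.99 to 86.9 ± 11.9, with 3.69 (standard error 0.765, adjusted p = 0.0024). In the EBV+ lines DUOX1 had 1.82 in YCCEL1 (adjusted p = 0.117) and 0.13 in SNU719 (adjusted p = 0.972), and DUOX2 had 1.51 in YCCEL1 (adjusted p = 0.128) and 1.65 in SNU719 (adjusted p = 0.095). NOX5, a calcium-activated oxidase, had 2.95 in YCCEL1 (adjusted p = 0.0661), where its 2 DCB libraries were 2.94 and 26.2. Leaving out 1 library called DUOX2 and NOX5 in YCCEL1. Over the 5 lines, DUOX1 rose with 1.88 (standard error 0.409, adjusted p = 0.0026), DUOX2 with 1.74 (standard error 0.505, adjusted p = 0.0168) and NOX5 as well (adjusted p = 0.0496). GPX1 (chromosome 3, 49357176 to 49358353), a glutathione peroxidase, rose in YCCEL1 from 681.5 to 1243, with 0.87 (standard error 0.0602, adjusted p = 2.0e-07), in SNU719 with 0.72 and in AGS with 0.78. DUSP1, a MAP kinase phosphatase, rose in SNU719 from 52.4 to 148.9, with 1.49 (standard error 0.148, adjusted p = 7.0e-06), and in AGS with 1.21. Of 16 NADPH oxidases and their partners, 8 rose over the 5 lines and none fell (adjusted p = 0.00489, and 0.058 with an estimated correlation). Of 24 antioxidant enzymes, 8 rose and 2 fell (adjusted p = 0.484).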

We found a transcriptional increase in several genes involved in the production and clearance of ROS after DCB treatment, many regulated by RARα signaling, including ROS-generating enzymes *DUOX1/2* and *NOX5* as well as antioxidant genes that have been shown to be disrupted by RARα signaling, *GPX1* and *DUSP1* (Fig. 8F). Previous work has shown that treatment with DCB leads to lytic reactivation in EBV^+^ gastric cancer, and so we performed a Western blot for Zta to see the effect of DCB combination treatments with ATRA and AR7. We found that DCB treatment, alone or in combination with ATRA and AR7, induced expression of Zta. Instead, single treatment with ATRA and AR7 was unable to induce Zta (Fig. 8G). Altogether, we propose a mechanism where DCB and ATRA cooperate to induce oxidative stress-mediated cytotoxicity (Fig. 8H). DCB increases cellular ROS through upregulation of NOX5 and DUOX1 and DUOX2 enzymes while restoring RARα and RARβ expression. RARE-containing regulatory elements are uncovered through demethylation, and ATRA activation interferes with NRF2-dependent transcription of antioxidant genes. Ultimately, the cells are prevented from neutralizing the accumulated ROS, leading to cell death.

**Fig 8:**
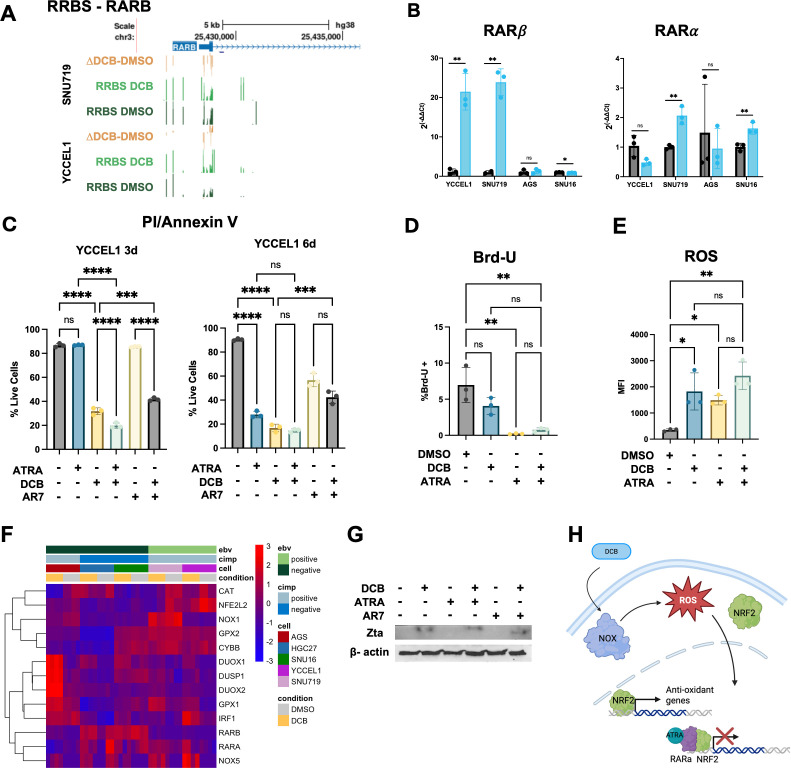
DCB and ATRA induce ROS production and trigger apoptosis. (**A**) UCSC browser display of RRBS data around the RARB gene. (**B**) Barplots of RT-qPCR data for RARA and RARB genes after DCB treatment. (**C**) PI/annexin V staining of YCCEL1 cells treated with 1 μM DCB, 15 μM tretinoin (ATRA), and/or 10 μM RARA antagonist AR7 for 3 or 6 days after a 3 day pretreatment of DCB only. (**D**) Flow of 12 h Brd-U incorporation after 3 day treatment of DCB and/or RA. Statistics were calculated using one-way ANOVA followed by Tukey’s post hoc test for pairwise comparisons. (**E**) Flow analysis of reactive oxygen species (ROS) detection after 3 day treatment with DCB and/or RA. (**F**) Heatmap of RNA-seq data showing genes related to DCB effect on RARA, NRF2/NFE2L2, and ROS production. (**G**) Western blot of YCCEL1 cells following treatment with DCB, ATRA, AR7, or in combination for 3 days in YCCEL1 cells. (**H**) Proposed mechanism of DCB and ATRA toxicity. DCB upregulates ROS-producing enzymes (NOX5 and DUOX1/2) while restoring RARα/RARβ expression through demethylation. ATRA-activated RAREs interfere with NRF2-mediated transcription of antioxidant genes, preventing ROS clearance and promoting cell death. ns, not significant (*P* ≥ 0.05); *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

## DISCUSSION

Decitabine induced broad epigenetic remodeling in gastric cancer cells, with pronounced effects in EBV^+^ and CIMP-high cell lines. Transcriptomic profiling revealed extensive upregulation of previously repressed genes, many of which are enriched in pathways related to cell differentiation, immune signaling and cancer, and apoptotic signaling being enriched in CIMP-positive cell lines. The strong overlap in differentially expressed genes between YCCEL1 and SNU719 highlights a shared EBV-specific transcriptional program, consistent with the viral contribution to CIMP and epigenetic dysregulation in EBVaGC. Importantly, the EBV-specific reactivated genes showed low-basal expression in EBVaGC patients within the TCGA-STAD cohort, underscoring their potential clinical relevance.

Although global demethylation was widespread, the most robust changes occurred at highly methylated intergenic CpG sites, leaving open the possibility of epigenetic manipulation of enhancers within these regions. Promoter regions, instead, were resistant to 5mC changes in response to DCB; however, large changes occurred in some important gene promoters. Our findings support a model where broad transcriptional activation induced by DCB demethylation operates through two mechanisms: direct reactivation of methylated tumor suppressor promoters and demethylation of distal regulatory elements in intergenic regions. This is in line with current models of transcriptional control, where 5mC may lock in place silenced genomic regions and treatment with a hypomethylating agent may unlock these regions, allowing a permissive environment for gene reactivation and chromatin remodeling involving critical histone modifications at both promoters and distal enhancers (52–56). Integration of RNA-seq and RRBS data confirmed an inverse relationship between promoter 5mC and gene expression, in support of a mechanism of promoter demethylation driving gene transcription. While our study focused solely on 5mC changes, it is likely that coordinated alterations in histone modifications and a demethylated DNA landscape at both promoters and enhancers potentiate transcriptional activity.

In two tumor suppressor genes, RASSF1A (57) and HOPX, we observed loss of promoter methylation (11, 30, 58). For RASSF1, we observed loss of promoter methylation in SNU719 and an increase in gene expression. However, YCCEL1 showed minimal changes in promoter methylation and gene transcription. Altogether, our data indicate that RASSF1 promoter methylation and expression do not correlate well with EBV^+^ status among the cell lines. HOPX showed loss of promoter methylation in YCCEL1 and SNU719 and increased expression after DCB treatment. This appeared EBV specific, as these transcriptional changes did not appear in the EBV^−^ cell lines. In line with this, EBV^+^ patients in the TCGA-STAD cohort exhibited lower expression of HOPX compared to EBV^−^ patients and normal tissue, suggesting HOPX suppression is a consistent feature of EBV^+^ GC. This suggests the methylation status of HOPX may be a useful biomarker for DCB response among EBV^+^ tumors, considering previous reports for a tumor-suppressive role for HOPX in nasopharyngeal carcinoma.

Pathway analysis of genes with 5mC promoter changes and motif analyses of regions surrounding differentially methylated CpG sites converged on the retinoic acid receptor signaling pathway. The enrichment of RARα motifs around demethylated CpG sites, along with identification of retinoid pathway components as upstream regulators, suggests that DCB-induced demethylation enhances accessibility of RARE binding sites and may restore retinoid responsiveness in EBVaGC. Interestingly, while *RARA* showed modest expression increase across cell lines after DCB treatment, *RARB* was robustly expressed in an EBV-specific manner, which included promoter demethylation. Given that EBV-mediated LMP1 activity has been shown to promote *RARB* hypermethylation and retinoid resistance, these findings imply that DNMTi may counteract latent viral suppression of RARβ and restore responsiveness to ATRA signaling (28, 29). Additionally, DCB induces viral lytic reactivation, which may enhance RA signaling since expression of lytic protein BZLF1 has been shown to enhance RA signaling (17, 27). While RARα has been shown to bind to *RARB* promoter to activate transcription, it remains unclear if RARα is the master regulator driving *RARB* and the downstream transcriptional network or if re-expression of RARβ alone serves as the key driver enhancing DCB-mediated toxicity. Importantly, ATRA treatment alone did not induce viral lytic protein expression of Zta in the context of DCB, suggesting that DCB is required to sensitize the cells to viral toxicity induced by ATRA. Our data suggest that DCB treatment can overcome EBV-driven manipulation of the host genome and highlight a potential mechanistic basis for therapeutic interaction between DNMTi and retinoids.

These results align with prior evidence in acute myeloid leukemia, where decitabine and ATRA exhibit cooperative antitumor activity through inhibition of Nrf2/NFE2L2-induced antioxidant response, leading to accumulation of ROS and cytotoxicity. In line with this, we find large accumulation in ROS by ATRA and DCB. Timing of treatment should also be considered, since ATRA induced cell cycle arrest, which may dampen the demethylation effect of DNMTi, which depends on mitosis as a mechanism for passive DNA demethylation. Consistent with this, use of a RARα antagonist and inhibitor of RARα signaling, AR7, showed a rescue in cell death when cells were treated with DCB for 6 days. Mechanistically, DNMTi upregulated DUOX1/2 and NOX5, enzymes which produce ROS, particularly in the EBVaGC. ROS production activates NRF2 and enables transcription of antioxidant genes such as GPX1 and DUSP1, which we observe upregulated in our EBVaGC. Re-expression of RARβ and increased expression of RARα activated by ATRA can interfere with NRF2-mediated transcription, blunting the antioxidant response, which aids in cell survival. In this way, DCB can restore the retinoic acid pathway, which in turn can increase the toxicity of DCB through enhanced cellular stress and potentiation of viral lytic reactivation.

Future studies should systematically map RARα and RARβ binding dynamics following decitabine treatment to confirm direct chromatin remodeling at retinoid response elements and if these combinations provide durable cell cycle arrest, apoptosis, or differentiation of EBVaGC. Understanding how EBV factors may be involved in the EBV-specific response will be crucial in understanding potential biomarkers and developing EBV-specific treatment combinations with decitabine. Particularly, EBNA1 has been shown to affect host gene transcription to drive cancer progression, and its small-molecule inhibition shows EBV specificity (33, 34). Docking sites of the EBV episome are dictated by the host epigenome, and the impact of decitabine on these interactions and the impact of any resulting changes in host-viral chromatin interactions on host gene expression are unclear (19, 59). In summary, our findings reveal that decitabine induces extensive DNA demethylation in EBV^+^ gastric cancer cells, leading to transcriptional reactivation of multiple tumor-suppressive and differentiation-associated pathways such as ATRA. The integrated multiomics approach to identify reactivation of retinoid signaling provides a compelling rationale for exploring DNMTi combination therapies as a strategy to exploit the unique vulnerabilities of EBVaGC.

## Data Availability

RRBS and paired RNA-seq data were accessed under accession numbers GSE239770 and GSE234658. RNA-seq data for the panel of gastric cancer cell lines can be accessed at GSE309938.

# Supplementary material for: Integrated transcriptomic and methylome analysis reveals retinoic acid pathway activation after decitabine treatment in EBV-associated gastric cancer
**Source:** mBio. 2026 Feb 10;17(3):e03148-25. doi: 10.1128/mbio.03148-25
**Supplement:** Legend — Table S1 legend.

**Supplemental Table 1**. List of differential and common genes displayed in the upset plot in Figure 1E.

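Table S1 lists genes for each line, each with its log2 fold change and adjusted p, and lists of CIMP-specific and EBV-specific genes. The upset plot of Fig. 1E counts each gene once, in the column for exactly those lines in which it was called. As held here, the sheets list 732 genes for YCCEL1, 659 for AGS, 432 for SNU719, 358 for HGC27 and 188 for SNU16, with 114 listed as CIMP-specific and 63 as EBV-specific, and no set test was run on it. In YCCEL1, 730 of the listed genes have a positive log2 fold change. From the deposited values, 315 genes were called higher in the 3 CIMP+ lines only, and 259 in the EBV+ lines only.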

How the deposited data were processed for this re-analysis (not part of the article)

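RNA sequencing of 5 gastric cancer cell lines treated with DMSO or DCB was analysed, with 2 libraries per line and treatment. The authors' table holds 60232 genes and 20 libraries, and all its value columns were used. Its values are recorded here as signal, in no named unit: as deposited by the authors, they are estimated counts normalized before deposit. In each library, 36.4% to 44.5% of the values under 300 reads are whole multiples of a step estimated for that library (within 0.02 of a step). The others are not, and values below the step occur. The values were taken as estimated counts divided by a factor per library and, for most genes, by a further factor per gene and library. The further factor was assumed and was not tested. The tests planned before the data were examined assumed counts and named a count model. Since the values are not counts, limma on log values replaced it. Of the genes, 20976 are at 0 in every library, and 27350 whose values sum to more than 10 over the 20 libraries were tested. All 15 reference genes expressed in every cell are above 0 in every library, the lowest value being 65.4. The totals of the values per library run from 7764408 to 9321014.

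Values were analysed as log2(value + 1) with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3, with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Each line's DCB effect and the differences between lines came from a fit with 10 groups of line and treatment. The effects over the 5 lines, the 3 CIMP+ lines and the 2 EBV+ lines came from fits with a term for the line. The difference between EBV+ and EBV− lines was the mean effect of YCCEL1 and SNU719 minus that of AGS, HGC27 and SNU16, and the difference between CIMP+ and CIMP− lines was formed likewise. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 2, and gene list counts used the adjusted p alone. Gene lists with at least 5 tested members were tested with limma's camera, with a preset correlation of 0.01 and again with an estimated correlation. Means are given with the SD of 2 libraries, and standard errors are those of limma. Where a group was listed at 0, no fold of that gene is given, and no fold or difference over lines that includes that group. Medians of gene lists do include such genes, and depend there on the pseudocount.

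Named genes were set by a rule fixed before the data were examined: genes that the paper names, the 10 genes with the smallest adjusted p among those higher and the 5 among those lower in each comparison whose DCB libraries all lay on the same side of the DMSO libraries, and up to 4 members of each list described. The paper's figures and Table S1 had been read before the rule was written. Genes outside the rule are named as such. An exploratory fit with the planned settings was made before the methods were tested on simulated data, and no planned setting was changed because of it.

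The methods were tested on simulated data with 24972 genes (24995 for the EBV difference). Every simulated log2 change of 3 passed the adjusted p, and with the fold limit all were called except in HGC27, where 49 of 50 falls were. The median recovered changes over the 5 lines were 3.02 and −2.96, hardly reduced by the pseudocount, so most changed genes were not near 0. Recovery of genes near 0 in DMSO, as many of the called genes are, was not shown. Of log2 changes of 1, 40% to 62% passed the adjusted p in single lines and in the EBV difference, and 100% over the 5 lines, and none was called with the fold limit. In single lines the share of false calls exceeded the nominal rate. Without a limit on the fold it was 11.0% to 27.9% in single lines, highest in HGC27, 6.98% for the EBV difference and 1.96% over the 5 lines. With the limit it was 9.91% to 18.9%, 4.76% and 0. These shares depend on the number of changed genes, 50 at each simulated fold, so they may not carry over to the real calls. Counts of genes called in single lines, and sets built from them, should still be read with the excess of false calls in mind. Replicates of a group correlated at 0.969 to 0.980 across genes, and their differences in highly expressed genes were 3.72 to 6.21 times what counting alone would give, by the median ratio of squared differences. Alternatives to the pseudocount, the filter, the fold limit, the samples in the fit and the model were tried. Genes of the EBV genome, the reduced representation bisulfite sequencing and the tumour cohort were not analysed here.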

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

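The gene lists below, apart from ribosomal proteins, were singled out because their DCB response differed between groups of lines in a test of the difference, with both the preset and the estimated correlation. Ribosomal proteins and the excess of raised genes were taken up outside this rule. EBV and CIMP status each vary with the line, so these differences between 2 and 3 lines may also belong to the individual lines: choosing YCCEL1 and AGS in place of the EBV+ pair gave 874 genes with a larger response against 760 for the EBV+ pair. The tests of scaling on the cell cycle genes and on the excess of raised genes, and the test of exchanged labels, were chosen only after the results had been seen.

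Cell cycle genes moved apart. The median log2 difference of G1/S and replication genes was −1.15 between EBV+ and EBV− lines and −1.32 between CIMP+ and CIMP− lines, and that of G2/M genes was −0.972 and −1.09. Of 42 G1/S genes, 35 fell in SNU719 and 41 rose in HGC27, among them CDC6, which loads the replicative helicase and went in HGC27 from 103.6 to 893.5 normalized counts. In YCCEL1, 11 G1/S genes fell and 1 rose, with a median of −0.333, and 24 of 40 G2/M genes fell and none rose, with a median of −0.578, so both lists fell in both EBV+ lines. In SNU16 and AGS the G1/S medians, 0.0675 and −0.0182, lie near 0, and among the EBV− lines the rise is that of HGC27. A fall was not confined to EBV+ lines: in AGS 7 G2/M genes fell and 3 rose, with a median of −0.153 (adjusted p = 0.00895, and 0.0178 with an estimated correlation). A factor per library moves all genes alike. The G1/S median minus that of all expressed genes was 1.74 in HGC27 (quartiles 1.24 and 2.17) and −0.896 in SNU719 (quartiles −1.12 and −0.601), which argues against such a factor as the cause. Any further factors per gene and library were not tested. An exchange of DCB and DMSO labels in HGC27 would turn germline genes over, but 43 more cancer-testis and meiosis genes rose than fell there. No direct measure of the cell cycle was analysed here, and a difference between the individual lines stays open.

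The excess of raised over lowered genes over the 5 lines was weighed as well. The ratio of genes called higher to lower, each plus 1, was 310. It rests on 2 lower genes and concerns large changes: it was 103 with a pseudocount of 0.1, 127 without DCB replicate 2 of SNU16, and 2.58 with no limit on the fold. It was 346.7 with every library thinned to the depth of the shallowest, which argues against depth as its cause. The authors' scaling stays open. With the median fold change of expressed genes set to 0 in each line the ratio was 314, and 2.93 with no limit on the fold. That test was written in the belief that it would lower the fold changes, but these medians ran from −0.0417 to 0.00902, so it raised them in 3 of the 5 lines and cannot decide. Scaling every library to the same total, tried first, gave 329 and also raised them. Reassigning the DCB and DMSO labels within lines gave at most 341 genes in 99 other splits drawn against 929 for the real labels (1 of 100 as large), which argues against a random grouping. For the 3 CIMP+ lines the highest other split gave 25 genes against 1591 (1 of 100). For the EBV+ lines (1387 genes against at most 1 in the other splits, 18 in all), the EBV difference (760 against 874, 2 of 10 as large) and the CIMP difference (1007 against 389, 1 of 10), the splits are too few for a share under 0.05.

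Ribosomal protein genes were slightly lower with DCB over the 5 lines, 50 of 51 at a median of −0.386. Scaled to the same total the median was −0.307, which argues against the authors' scaling as the whole cause. No biological explanation was tested.

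The remaining differences are given as values. DUX4-type cleavage-stage genes had a median log2 difference of 2.92 between EBV+ and EBV− lines and 4.78 between CIMP+ and CIMP− lines. For cancer-testis antigens it was −0.546 and 0.901. Genes of the epidermal differentiation complex had 1.94 and 1.36, gastric differentiation genes 0.922 and 1.05, and intestinal differentiation genes 1.26 and 1.14. Tubulins had −0.667 and −0.271, and the mitochondrial respiratory chain −0.165 and −0.182. Between CIMP+ and CIMP− lines alone, the difference passed for keratins (1.52), chemokines and inflammatory cytokines (0.648), p53 target genes (0.533), genes reported as methylated in gastric cancer (0.846), mesenchymal genes (0.563), antigen presentation by MHC class I (−0.217) and the DNA methylation machinery (−0.113).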

How the results depend on the processing

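Scaling each library to the same total, setting the median fold change to 0 in each line, a value of at least 10 in 2 libraries and thinning, all chosen after seeing the data, left all 29 counts of genes within 1.5 times. Of the 130 log2 fold changes of genes that the paper names, 4 lost and 3 gained the call on scaling to the same total. With limma-voom on read equivalents, 5 lost and 8 gained it. The planned DESeq2 settings (Wald and apeglm), RLE factors, library size only, and filterByExpr were not run, because the values are not counts. Of the 304 gene list tests, 37 lost their call with an estimated correlation and none turned. For single genes, a change of sign was counted only where a fit passed the test, and none was found. Except where values below say otherwise, the cause was not tested.

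With no limit on the fold (a looser call by construction), genes higher and lower were 4901 and 1897 over the 5 lines, 3989 and 1895 in YCCEL1, 3705 and 2090 in SNU719, 1230 and 641 in SNU16, 4019 and 2470 in HGC27, 5047 and 2496 in AGS, 4797 and 2252 in CIMP+ lines, 3250 and 1992 in EBV+ lines, 2869 and 2507 for the EBV difference, and 3514 and 2444 for the CIMP difference, and the sets held 556 genes (CIMP+) and 487 (EBV+). With a fold limit of 1.5 they were 1776 and 8 over the 5 lines, 2444 and 33 in CIMP+ lines, 1235 and 419 for the EBV difference and 1594 and 373 for the CIMP difference, and the lower counts were 104 in YCCEL1, 188 in SNU719, 59 in SNU16, 400 in HGC27, 384 in AGS and 28 in EBV+ lines. With a pseudocount of 0.1, which enlarges folds from low values, they were 2888 and 27 over the 5 lines, 2907 and 43 in CIMP+ lines and 1194 and 370 for the EBV difference, and the lower counts were 106 in YCCEL1, 63 in SNU16, 273 in AGS, 27 in EBV+ lines and 315 for the CIMP difference.

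With each line fitted alone, which leaves 4 libraries per fit, genes higher and lower were 1245 and 29 in YCCEL1, 191 and 15 in SNU16, 669 and 68 in HGC27 and 1555 and 105 in AGS, 1046 were higher in SNU719, and the sets held 155 (CIMP+) and 152 (EBV+). Of the 130 log2 fold changes of genes that the paper names, 19 lost and 5 gained the call with each line fitted alone. With a pseudocount of 0.1, 4 lost and 4 gained it, and with a replicate block 6 lost and 0 gained it. With no term for the cell line 464 genes were higher and 0 lower over the 5 lines by limma. The average of the line contrasts gave 13 lower in CIMP+ and 20 in EBV+ lines. With no filter on low values 6 were lower in EBV+ lines. Same-numbered libraries did not deviate together (correlations of −0.0236 to 0.0354 over 12249 genes), so the numbers do not pair the samples; a replicate block gave 4 lower in CIMP+ and 5 in EBV+ lines. Limma-voom on read equivalents, chosen after seeing the data, gave 8 lower over the 5 lines, 126 in SNU719, 274 in AGS, 20 in CIMP+ lines, 279 for the EBV difference, 246 for the CIMP difference, and 2159 higher and 30 lower in EBV+ lines. Without YCCEL1, 4 were lower over the remaining lines and 318 for the EBV difference, without SNU16, 399 for the EBV and 669 for the CIMP difference, and without HGC27, 6 overall. PC1 of the 500 genes of highest variance had 0.958% of its variance between treatments.

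Leaving out each library in turn, where the lone library of a group is assumed to vary like the other groups, genes lower ranged from 2 to 7 over the 5 lines (7 without DCB replicate 2 of SNU16, 5 without DCB replicate 2 of SNU719, and 4 without any 1 of 8 others), from 48 to 82 in YCCEL1 (82 without its DCB replicate 1), from 165 to 254 in HGC27 (254 without its DMSO replicate 1), from 4 to 12 in CIMP+ lines (4 without DCB replicate 2 of AGS) and from 5 to 11 in EBV+ lines (5 without DMSO replicate 1 of YCCEL1, and 7 without DCB replicate 1 of YCCEL1, DMSO replicate 1 or DCB replicate 2 of SNU719). The 130 log2 fold changes of genes that the paper names were each refitted 4 times, without 1 library of their line at a time, and of these 520 refits 37 lost and 7 gained the call.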

Differences from the paper's values

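Counts use the paper's stated thresholds, but folds here are on the log2(value + 1) scale and those of the paper come from DESeq2, so the scales differ. The paper gives 79 genes raised in EBV+ cells in its text, and 259 were found here in both EBV+ lines only. None of the alternatives set before the data were examined came within 1.5 times of the paper's count: they gave 487 with no limit on the fold, 326 with a fold limit of 1.5, 319 with a pseudocount of 0.1, 252 with no filter, 256 with a replicate block and 152 with each line fitted alone. The set of genes called only in YCCEL1 and SNU719 holds about 350 genes in Fig. 1E of the paper, and 259 lies within 1.5 times of that. The paper's count of 406 for CIMP+ cells stands in Fig. 1E at the set of the 3 CIMP+ lines, for which 315 genes were found here, within 1.5 times; the fit that pools these lines, as Fig. 2A does, gave 1591.

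Fig. 1B of the paper prints about 22 lower genes, and 2 were found here. A pseudocount of 0.1 gave 27, within 1.5 times of the paper's, but it gave 2888 higher genes against the paper's 820, where 929 were found here, within 1.5 times. For the lower genes, the others set before the data were examined gave 1897 with no limit on the fold, 8 with a fold limit of 1.5, 0 with no term for the cell line, and between 2 and 7 otherwise, 7 without DCB replicate 2 of SNU16.

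Fig. 1E of the paper does not state the direction of its genes, and raised genes were counted here. It gives about 1300 genes called in YCCEL1 alone, and 761 were found here. It gives about 530 in YCCEL1 and AGS only, and 316 were found here. It gives about 120 in all 5 lines, and 70 were found here. Of the alternatives set before the data were examined, no limit on the fold gave 1172, 500 and 160, and a fold limit of 1.5 gave 919, 403 and 104, all within 1.5 times of the paper's. No limit on the fold took other sets away from it: AGS alone 1663 (about 780 in the paper), HGC27 alone 1977 (about 660), SNU719 alone 968 (about 450) and SNU16 alone 252 (about 160), where 984, 682, 548 and 182 were found here, all within 1.5 times. A fold limit of 1.5 left these within 1.5 times but gave 1776 higher genes over the 5 lines against 820. A pseudocount of 0.1 gave 384 and 103 for the latter sets, within 1.5 times, and 866 in YCCEL1 alone, which was not. No filter gave 740, 290 and 67, the replicate block 727, 304 and 63, and each line fitted alone 546, 192 and 14, none within 1.5 times. Fitting each line alone also gave 393 in HGC27 alone and 67 in SNU16 alone, not within 1.5 times. AGS alone (837) and SNU719 alone (487) stayed within 1.5 times.

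Table S1 of the paper gives log2 fold changes for single genes. For NKD1 the paper's values are 5.60 in SNU719 and 7.27 in YCCEL1, and those found here are 6.86 and 6.11. For MSX1 the paper's values are 4.77 in SNU719 and 3.81 in AGS, and those found here are 5.45 and 2.07. MSX1 in YCCEL1 and INHBB in YCCEL1 and SNU719 are listed at 0 in DMSO, so no fold is compared. With a pseudocount of 0.1, set before the data were examined, NKD1 in YCCEL1 (7.35) and MSX1 in AGS (3.87) lay within the error of the paper's values, while NKD1 (7.41) and MSX1 (6.33) in SNU719 did not. The replicate block and each line fitted alone gave the same 4 fold changes as found here, so these settings could not decide the difference. The table as held here lists 114 genes as CIMP-specific and 63 as EBV-specific, fewer than the paper's text counts.

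The paper names INPP4B and SFRP1 among genes raised only in EBV+ cells. INPP4B had log2 fold changes of −0.69 in YCCEL1 and −0.09 in SNU719, and SFRP1 was listed at 0 in all 4 libraries of YCCEL1, whereas CDKN1C and NKD1, named beside them, rose in both lines. The paper describes these genes as barely expressed in EBV+ cells before treatment, and INPP4B was highest in YCCEL1, at 345.2 normalized counts in DMSO. DDX4 is named among genes raised in CIMP+ cells, and in SNU719 it had −0.74 (adjusted p = 0.572), and CHFR had 0.55 (adjusted p = 0.596) there. The paper describes AGS as similar to the CIMP− lines after DCB, and here AGS joined YCCEL1 and SNU719 before the CIMP− lines in DCB. The genes clustered here include those called for the CIMP difference, which may favour that grouping. The paper's heatmap shows genes differentially expressed after DCB, so the gene sets differ. The paper names EBV+ and CIMP+ cells as the most affected. With the fold limit the 3 CIMP+ lines did have the most raised genes here, but AGS, which is EBV−, had the most of all, 2466. With no limit on the fold AGS again had the most, 5047. HGC27, which is CIMP−, then had 4019, more than YCCEL1 (3989) and SNU719 (3705). The lead over YCCEL1 was small. The simulated share of false calls without the limit was 27.9% in HGC27 and 13.4% in YCCEL1, but it may not carry over to the real calls. No test compared the counts of these 2 lines, so they are not ranked here. The paper describes an increase of DUOX1, DUOX2 and NOX5, which rose over the 5 lines together, but within single lines DUOX1 and DUOX2 passed the test only in AGS and NOX5 in none. RARA, ATF1, THRA and MEF2A are described as not greatly affected, and THRA had in AGS −1.80 (adjusted p = 7.4e-09). From RT-qPCR the paper describes RARA as increased in most of the cells. Here RARA passed the test in neither EBV+ line and fell in HGC27.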

Other observations

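ASNS and TRIB3 rose in some lines and fell in others, and ATF4 is given for HGC27 only. No list of genes was tested with these genes. ASNS, asparagine synthetase, was picked out after its values were seen for the lines in which it fell: it fell in HGC27 from 3041 to 316.9 normalized counts (log2 fold change −3.26, adjusted p = 2.3e-08) and in AGS from 3293 to 323.0 (−3.35, adjusted p = 2.0e-08), and it rose in YCCEL1 from 454.1 to 1413 (1.65, adjusted p = 2.7e-05) and in SNU719 from 6.07 to 38.6 (2.44, adjusted p = 7.2e-07). TRIB3, a pseudokinase induced by stress, rose in YCCEL1 from 1.30 to 795.4 and fell in HGC27 from 1234 to 101.8. ATF4, a stress-induced transcription factor, fell in HGC27 from 6143 to 1522 (−2.01, adjusted p = 3.0e-14). MT-RNR2, the mitochondrial large ribosomal RNA, was also picked out after its values were seen, and rose in YCCEL1 from 71790 to 186100 (1.37, adjusted p = 2.7e-15).

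Genes of p53 signaling rose in AGS, 25 of 35 with none falling (adjusted p = 1.4e-11), and in SNU719, 14 of 35 with 1 falling (adjusted p = 0.000102). PHLDA3, a p53-induced repressor of AKT, went from 0.279 to 1067 in AGS. Of 25 imprinted genes, 17 rose and 1 fell over the 5 lines (adjusted p = 2.4e-05, and 0.018 with an estimated correlation), and of 22 mesenchymal genes 17 rose and none fell (adjusted p = 8.7e-07, and 0.018 with an estimated correlation). Markers of leukocytes rose in 8 of 11 (adjusted p = 2.4e-05) and those of fibroblasts in 6 of 10 (adjusted p = 0.000691). Of 35 genes of retinoic acid metabolism, receptors and targets, 15 rose and 2 fell over the 5 lines (adjusted p = 0.0184, and 0.096 with an estimated correlation). In SNU719, 11 rose and 2 fell (adjusted p = 0.01, and 0.0292 with an estimated correlation), and in YCCEL1, 9 rose and 2 fell (adjusted p = 0.0813). In AGS, 15 rose and 2 fell (adjusted p = 0.0539), in HGC27, 10 and 5 (adjusted p = 0.192), and in SNU16, 3 and 1 (adjusted p = 0.499). The list did not pass the test of a difference between EBV+ and EBV− lines (8 larger, 4 smaller, adjusted p = 0.571). Nor did it between CIMP+ and CIMP− lines (11 larger, 2 smaller, adjusted p = 0.171).

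The paper measured expression of RARB, RASSF1 and HOPX in other experiments, by RT-qPCR. For RASSF1 it did so after a longer DCB treatment than the 3 days used here. In these libraries RARB was listed at 0 in the DMSO libraries of YCCEL1, SNU719 and AGS, and averaged 0.508, 1.75 and 10.4 normalized counts after DCB. Of these lines the EBV− AGS had the highest mean, whereas the paper describes RARB as apparently EBV specific. The values in the EBV+ lines are low. RASSF1 rose in AGS from 132.6 to 191.4 (log2 fold change 0.53, adjusted p = 0.00378), and HOPX passed the test in no line.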
